# Effect of *Streptomyces roseolus* Cell-Free Supernatants on the Fungal Development, Transcriptome, and Aflatoxin B1 Production of *Aspergillus flavus*

**DOI:** 10.3390/toxins15070428

**Published:** 2023-06-30

**Authors:** Louise Maud, Florian Boyer, Vanessa Durrieu, Julie Bornot, Yannick Lippi, Claire Naylies, Sophie Lorber, Olivier Puel, Florence Mathieu, Selma P. Snini

**Keywords:** *Aspergillus flavus*, *Streptomyces roseolus*, cell-free supernatant, biocontrol, aflatoxin B1, transcriptomic analysis

## Abstract

Crop contamination by aflatoxin B1 (AFB1), an *Aspergillus-flavus-*produced toxin, is frequently observed in tropical and subtropical regions. This phenomenon is emerging in Europe, most likely as a result of climate change. Alternative methods, such as biocontrol agents (BCAs), are currently being developed to reduce the use of chemicals in the prevention of mycotoxin contamination. Actinobacteria are known to produce many bioactive compounds, and some of them can reduce in vitro AFB1 concentration. In this context, the present study aims to analyze the effect of a cell-free supernatant (CFS) from *Streptomyces roseolus* culture on the development of *A. flavus*, as well as on its transcriptome profile using microarray assay and its impact on AFB1 concentration. Results demonstrated that in vitro, the *S. roseolus* CFS reduced the dry weight and conidiation of *A. flavus* from 77% and 43%, respectively, and was therefore associated with a reduction in AFB1 concentration reduction to levels under the limit of quantification. The transcriptomic data analysis revealed that 5198 genes were differentially expressed in response to the CFS exposure and among them 5169 were downregulated including most of the genes involved in biosynthetic gene clusters. The aflatoxins’ gene cluster was the most downregulated. Other gene clusters, such as the aspergillic acid, aspirochlorine, and ustiloxin B gene clusters, were also downregulated and associated with a variation in their concentration, confirmed by LC-HRMS.

## 1. Introduction

Aflatoxin B1 (AFB1) is a mycotoxin produced by several fungal species belonging to *Aspergillus* section *Flavi*, such as *A. flavus*, the most prevalent species. Due to the physiological properties of aflatoxigenic fungal strains, it was admitted a long time ago that AFB1 contamination occurs in tropical and sub-tropical regions [1]. However, due to climate change, the geographical distribution of all mycotoxins is getting increasingly large, leading to an increase in contamination levels or even the appearance of some mycotoxins in areas and in food matrices that were previously considered safe. European countries such as France are therefore facing a serious emerging threat of the appearance of AFB1 in maize, which could cause many health and economic issues [2,3,4].

As AFB1 is the most potent naturally occurring carcinogen causing human hepatocarcinoma; it is classified by the International Agency for Research on Cancer (IARC) in group 1 [5]. Therefore, it is necessary to prevent fungal growth and AFB1 contamination to ensure food safety. Presently, the use of chemical fungicides is favored but may present several disadvantages. Indeed, this chemical method presents not only toxic effects on humans and animals but also harmful effects on the environment, leading to imbalances in microbial ecosystems. Moreover, its effectiveness decreases more and more due to the progressive development of resistance mechanisms in the target organisms that compromise disease control, as is the case of azoles, which are one of the major classes of fungicides used to reduce fungal growth in cereal crops [6,7,8]. This awareness encourages research on and the development of alternative methods to reduce mycotoxin contamination through the use of biocontrol strategies. These strategies can involve macroorganisms, microorganisms, chemical mediators (such as pheromones), and natural compounds of plant, microbial, and mineral origins.

Microorganisms have gained interest due to their ability to produce many metabolites with interesting biological activities. Among microorganisms, the *Streptomyces* genus, belonging to the *Actinobacteria* phylum, has been extensively studied. *Streptomyces* spp. are Gram-positive filamentous bacteria; ubiquitous in soil, they can be endophytic to plants and are found in root systems. There are known to produce a plethora of specialized metabolites, hydrolytic enzymes, and potentially novel anti-microbial compounds [9]. Moreover, some *Streptomyces* strains have been successfully evaluated as biocontrol agents (BCAs) against several phytopathogens. *S. griseoviridis* [10], *S. plicatus* [11], *S. mycarofaciens* [12], and *S. philanthi* [12,13] are some examples of *Streptomyces* strains known to reduce in vitro and/or in vivo contamination by phytopathogenic fungi. Recently, several studies have also demonstrated that volatile organic compounds (VOCs) generated by some *Streptomyces* strains can protect seeds against fungal contamination [14,15,16,17,18]. Despite all these proofs of concept, only two commercial products formulated from alive *Streptomyces* strains are available on the European market (Mycostop^®^ and Actinovate^®^); however, neither of them is specifically registered for AFB1 contamination management. Numerous efforts have been made to select new *Streptomyces* strains that are effective against AFB1 contamination, yet none of the studies led to the commercialization of a specific BCA. On the other hand, some antibiotics, such as dioctatin A, blasticidin A, and aflastatins, produced by *Streptomyces* strains have been demonstrated to inhibit fungal growth and aflatoxin production in *A. parasiticus* [19,20,21,22]. However, these studies are mainly based on phenotypic analyses, and no comprehensive transcriptomics studies have been carried out.

Our previous study demonstrated that the *S. roseolus* strain in co-culture with *A. flavus* can reduce AFB1 concentration with a slight effect on fungal growth [23]. Moreover, the reduction in AFB1 concentration in *A. flavus* grown in co-culture with *S. roseolus* was the result of the downregulation of the expression of genes coding for enzymes involved in AFB1 biosynthesis. The study of the potential of this strain to be a BCA deserves further investigation to understand its complete mode of action. Therefore, the present study aims to investigate the antifungal and anti-aflatoxigenic properties of the cell-free supernatant (CFS) from *S. roseolus* cultures on *A. flavus.* For this, phenotypic, transcriptomic, and metabolomic analyses were performed.

## 2. Results

### 2.1. Effect of CFSs on AFB1 and Aflatoxin B2 (AFB2) Concentrations

The addition of each CFS produced in the culture medium resulted in a significant reduction in AFB1 and AFB2 concentrations under almost all tested experimental conditions (Figure 1). It was found that the percentage reduction in AFB1 and AFB2 concentrations was not affected to the same extent by CFS production time (4, 5, or 6 days), CFS concentration (0.75 or 1.5 g/L), and *A. flavus* incubation time (5 or 7 days). Among the three CFSs tested at a concentration of 0.75 g/L, CFS4 led to the best reduction in AFB1 (82 and 85% after 5 and 7 days, compared with their respective control conditions) and AFB2 (89 and 97% after 5 and 7 days) concentrations. In the same way, at a concentration of 1.5 g/L, CFS4 was also the most efficient in decreasing AFB1 and AFB2 concentrations under the limit of quantification (LOQ) after 5 and 7 days of incubation. Based on these results, CFS4 was selected to pursue further investigation.

### 2.2. Effect of CFS4 after Heat Treatments on AFB1 and AFB2 Concentrations

Figure 2 presents the results obtained for the effect of CFS4 (1.5 g/L) on the concentrations of AFB1 and AFB2, after heat treatment. *A. flavus* cultures were incubated for 7 days at 28 °C. Three thermic treatments were tested (T1 = 100 °C 5 min, T2 = 100 °C 15 min, and T3 = 121 °C 20 min). It was noted that regardless of the heat treatment applied to CFS4, the latter remained active and allowed a reduction in AFB1 and AFB2 concentrations by more than 90%. When CFS4 was sterilized (T3 = 121 °C 20 min), AFB1 and AFB2 were detected, but their concentrations were under the LOQ.

### 2.3. Effect of CFS4 on Fungal Growth and Sporulation

The effect of CFS4 (1.5 g/L) on *A. flavus* growth after five days of incubation is presented in Figure 3. When fungal growth was evaluated by the measurement of the fungal colony diameter, results demonstrated that the growth was not significantly impacted. However, by using the second method, the measurement of the fungal dry weight, results demonstrated that the fungal growth was significantly reduced (77% of reduction) when *A. flavus* was exposed to CFS4.

The effect of CFS4 (1.5 g/L) on the sporulation of *A. flavus* was investigated by the total conidia count at the end of the incubation time (Figure 4). A significant decrease was observed, with a reduction of 43% (*p* < 0.001) in *A. flavus* culture on medium supplemented with CFS4 at 1.5 g/L.

To determine the half maximal inhibitory concentration (IC50) of CFS4, several concentrations were tested (0.0005, 0.005, 0.05, 0.1, 0.187, 0.375, 0.75, 1.5, and 3 g/L); the results are presented on Figure 5. Based on these dose–response curves, absolutes of IC50 calculated with the GraphPad Prism 8 software were 0.1418 g/L for AFB1 and 0.5006 g/L for AFB2.

### 2.4. Transcriptomic Response of A. flavus to CFS4 Exposure

To study the impact of CFS4 (1.5 g/L) on *A. flavus* at the transcriptional level, a genome-wide transcriptomic analysis by microarray was performed. 

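RNA was taken from 8 *A. flavus* cultures grown for 5 days at 28 °C, 4 with CFS4 at 1.5 g/L and 4 without it (CTRL). The paper's methods give 200 ng of total RNA per labeling reaction, while the sample labels give 100 ng, and 600 ng of labeled cRNA was hybridized. Each culture had its own array, and all 8 arrays were on 1 slide of a custom Agilent design with a single dye, Cyanine-3. An array held 61657 non-control spots for 52858 probes, of which 13055 are *A. flavus* probes with AFLA identifiers, 1 for each gene. The authors read the spots with Agilent Feature Extraction at default parameters, which gives a background-subtracted intensity per spot without scaling between arrays. The paper's statistics section names a general test for comparisons with the control, which was run as an alternative, and the paper's text names no normalization or filter for the arrays. The number of arrays and the signal over background limit the precision. Between 10366 and 10716 AFLA probes were well above background on the CTRL arrays (80.4% ± 1.22, SD, n = 4) and between 8487 and 10157 on the CFS4 arrays (71.1% ± 5.76, SD, n = 4). The 75th percentile of the log2 signal was 10.99 ± 0.38 (SD, n = 4) in CTRL and 9.04 ± 1.22 (SD, n = 4) in CFS4, a difference of −1.95 with an exact two-sided permutation p of 0.0286, the smallest that 4 arrays against 4 allow. The mean log2 signal of the 7 spike-in probes was 11.81 ± 0.12 in CTRL and 11.98 ± 0.07 in CFS4 (SD, n = 4, exact two-sided permutation p = 0.0857). For the tests, each log2 signal was taken relative to the 75th percentile of its array over the 16256 probes well above background on all 8 arrays. A gene described as higher or lower in CFS4 is thus higher or lower relative to that percentile, and a change shared by all transcripts is not seen. A gene was tested when its probe was well above background on all 4 arrays of at least 1 group, which left 10168 genes, and 2887 genes were not tested. The tests were two-sided limma tests with Benjamini–Hochberg adjustment.

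**Figure D1:**
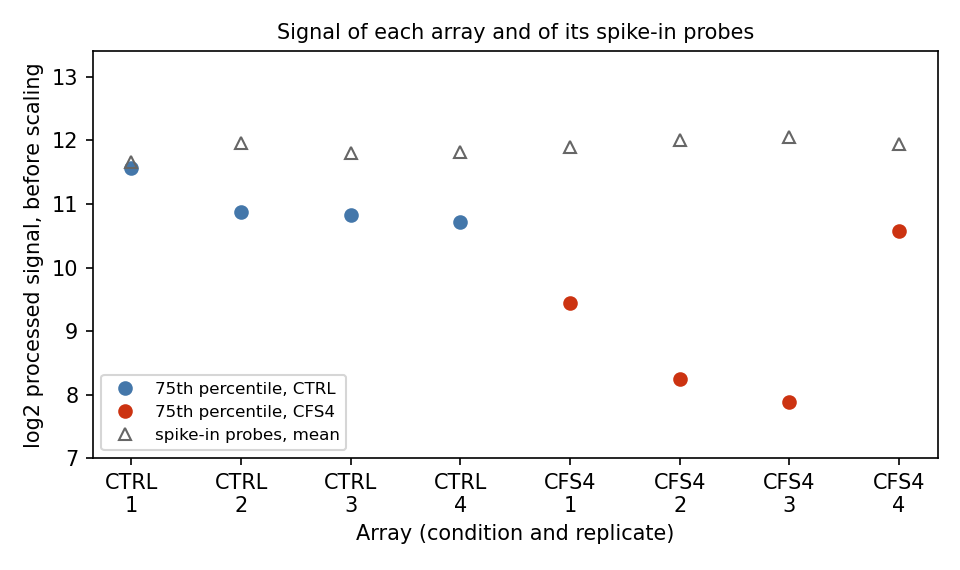
Log2 signal of each of the 4 CTRL and 4 CFS4 arrays. The points give the 75th percentile of the probes well above background on all 8 arrays, and the mean of the 7 spike-in probes. The 75th percentile ranges from 7.88 to 10.57 on the CFS4 arrays and from 10.71 to 11.56 on the CTRL arrays.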

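With signals scaled on the 75th percentile, 3158 of the 10168 tested genes (31.1%) had an adjusted *p*-value (limma) below 0.05. Of these, 1622 were lower and 1536 higher in CFS4, and the smallest adjusted *p*-value was 0.00015. In 1971 genes all 4 CFS4 values lay below all 4 CTRL values and in 1774 genes above them, together 36.8% of the tested genes, where chance gives 2.86%. The count was 8664 with scaling on the spike-in probes, and 220 with array brightness as a covariate, an alternative chosen after the data were seen. The count also moved with single arrays. It was 4520 without CFS4 replicate 4, and 2113 without CFS4 replicate 3. It fell to 1136 without CFS4 replicate 1 and to the same number without CFS4 replicate 2. Without CTRL replicates 1, 2, 3 and 4 in turn it was 1766, 1112, 1570 and 1354.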

A set of 8544 probes (corresponding to 8544 genes) was identified as significantly differentially expressed (FDR < 5%) between the control and the CFS4 exposure condition. 

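The PCA was computed on the scaled log2 signals of the 10161 tested genes with a value on every array, centered per gene. The first component held 60.1% of the variance and the second 18.9%. On the first component the CTRL arrays scored from −57.2 to −28.3 and the CFS4 arrays from 2.15 to 57.3. CTRL replicate 1 had the lowest score, and CFS4 replicate 4 was the CFS4 array nearest to the CTRL arrays. Over all 8 arrays the score fell as the 75th percentile before scaling rose, so this component follows array brightness as well as condition. Under the alternatives, the share of the first component ranged from 52.9% with each gene scaled to unit variance to 94.6% with spike-in scaling.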

Principal component analysis (PCA) performed on the log2FC values of the dataset revealed a clear separation of the control and CFS4 condition, along with the first component, which explained 83.6% of the total variance (Figure 6A). Hierarchical clustering of individual expression values was performed on 5198 significant features for the CFS4–CTRL comparison, based on the FDR method, with a *p*-value and fold change (FC) threshold respectively set to 0.05 and 2 and is presented in Figure 6B. 

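At the same thresholds, an adjusted *p*-value below 0.05 and a fold change of at least 2, 1160 genes were selected after scaling on the 75th percentile. Of the selected genes, 47.2% were lower in CFS4. This share depended on the scaling. It was 61.1% after quantile normalization, 99.9% without scaling and 4.75% after a normexp background correction with an offset of 50. Centering on the median of all non-control probes, which took away a log2 difference of −0.40 against −1.95 with the 75th percentile, gave 99.7%. Without the filter on dim probes it was 21.5%.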

The hierarchical clustering reveals that *A. flavus* exposed to CFS4 displays a distinct expression pattern. Regarding the clustering dendrogram, two gene clusters presenting specific expression profiles were identified. Cluster 1 contains only 29 genes that are upregulated upon CFS4 exposure. 

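After scaling on the 75th percentile, 612 genes were higher in CFS4 past both thresholds. Among those above background on all 8 arrays, the largest rises were in AFLA_117420, annotated as the fatty acid synthase subunit FasA, and in AFLA_072740, annotated as the proline oxidase Put1. AFLA_117420 rose by 3.70 on the log2 scale (standard error 1.21, adjusted *p*-value 0.0487, limma), with an SD of 2.84 between the CFS4 arrays. Its adjusted *p*-value reached 0.104 with 1 array left out, and it stayed below 0.05 only without CFS4 replicate 4 (0.0109). AFLA_072740 rose by 3.53 (standard error 0.19, adjusted *p*-value 0.00015). Next were AFLA_117390, AFLA_124990 and AFLA_123640, with log2 fold changes of 3.48, 3.34 and 3.23. AFLA_117390 had an adjusted *p*-value of 0.0367 (limma) with all arrays, and with 1 array left out it stayed below 0.05 for CFS4 replicate 2 or 4 and was above it, at most 0.0835, otherwise. The count of 612 was 935 without CFS4 replicate 4 and 433 without CFS4 replicate 3. With CFS4 replicate 1 or 2 left out it was 317 or 281, and with CTRL replicate 1, 2, 3 or 4 left out it was 334, 317, 384 or 373. Spike-in scaling, under which the median log2 fold change of all tested genes was −2.16, gave 3 higher genes.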

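With the 75th percentile as scale, 548 genes were lower in CFS4 past both thresholds, and the median log2 fold change of all tested genes was −0.04. Without scaling that median was −1.99, and 8374 genes were lower. Among genes above background on all 8 arrays, the largest falls were in AFLA_065400, a conserved hypothetical protein, and in AFLA_074620, annotated as a sodium/phosphate symporter. Their log2 fold changes were −4.25 (standard error 0.29, adjusted *p*-value 0.000229, limma) and −3.82 (standard error 0.28, adjusted *p*-value 0.000368). The *aflG* gene of the aflatoxins' cluster came next, followed by AFLA_097190 (−3.04) and AFLA_053810, annotated as a taurine dioxygenase (−3.04). The count of 548 was 306 without CFS4 replicate 2, 342 without CFS4 replicate 1 and 348 without CTRL replicate 2. It was 367 without CTRL replicate 1, and without any of the others it lay between 407 and 780.

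**Figure D2:**
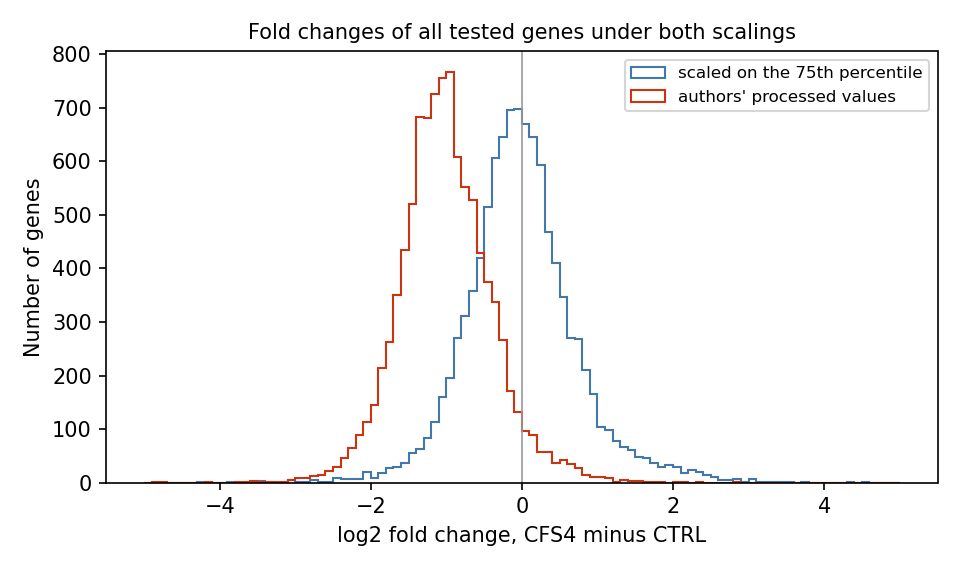
Distribution of the log2 fold change (CFS4 against CTRL) over the tested genes, with signals scaled on the 75th percentile and with the authors' processed values. The medians are −0.04 and −1.03.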

Cluster 2 contains 5169 genes that are downregulated upon CFS4 exposure.

#### 2.4.1. Effect of CFS4 on Global Specialized Metabolism

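The genes of each biosynthetic gene cluster (BGC) were taken from Table S1, which lists 537 genes for the 56 BGCs. The array carries probes for 534 of them, and 382 genes in 55 BGCs passed the filter on signal. The fold change of a gene is given as the ratio of CFS4 to CTRL, or as minus its inverse when the ratio is below 1, and a BGC's value is the mean over its tested genes.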

The impact of CFS4 on the expression of genes belonging to 56 described or predicted BGCs was analyzed. Figure 7 summarizes gene expression regulation of the 56 BGCs of *A. flavus* exposed to CFS4. A total of 54 were downregulated, and 24 of them had 100% of their genes significantly impacted by CFS4. 

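The mean fold change was below 0 in 38 of the 55 tested BGCs and above 0 in 17. The number below 0 ran from 7 after the normexp correction to 55 without scaling, after median centering, with spike-in scaling and on the authors' processed values. Over all BGCs, 102 genes were lower and 39 higher at an adjusted *p*-value below 0.05. In 26 BGCs no tested gene was lower. All tested genes were significant in 4 BGCs. They were lower in clusters 38 and 47 and higher in clusters 12 and 56, the last of which makes kojic acid. The kojic acid cluster had 3 tested genes and a mean fold change of 2.00. Without CFS4 replicate 3 the number of such BGCs was 2, without CFS4 replicate 4 it was 4, and without any other single array it was 1. A set test against all other tested genes (camera, with a preset inter-gene correlation of 0.01) covered the 42 BGCs with at least 3 tested genes. It placed 4 BGCs below the other genes, clusters 17, 23, 31 and 54, and 1 above, cluster 56. None of the 4 kept this call with the correlation estimated from the data. The rotation test fry, which tests a set's own fold changes against 0, gave 9 lower BGCs, these 4 among them.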

Cluster 54, encoding genes involved in aflatoxin biosynthesis, was the most downregulated BGC and exhibited fold changes (FC) up to −12 with an average fold change of −5.37.

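The mean fold change of the 23 tested genes of cluster 54 was −5.07, the lowest of the 55 tested BGCs. It was −4.83 without *aflD* and with 4 other genes that were below background on every CFS4 array set at their lower limit. Cluster 38, with 2 tested genes, had the next lowest mean, −3.78, followed by cluster 17 with −3.06. With single arrays left out, the mean of cluster 54 ranged from −6.29 to −4.24 and it stayed the lowest. Its rank was 2 after quantile normalization and 5 after the normexp correction, where its mean was −0.247.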

To date, 15 BGCs have been associated with the production of specific specialized metabolites. According to the numbering in Georgianna et al.’s work [24], the clusters are as follows: 4 (ditrytophenaline—[25]), 11 (aspergillic acid—[26]), 15 and 32 (aflatrem—[27]), 21 (aspirochlorine—[28]), 23 (leporins—[29]), 27 (asparasone—[30]), 31 (ustiloxin B—[31]), 35 and 48 (piperazines—[32]), 39 (aflavarin—[33]), 54 (aflatoxins—[34]), 55 (cyclopiazonic acid—[35]) and 56 (kojic acid—[36]). The 15th cluster concerned is the imizoquin cluster [37], which is not numbered in Georgianna et al. but is numbered 44 in Wu et al. [38]. In our study, the data analysis was focused primarily on the expression of genes belonging to these 15 BGCs (Supplementary Materials Table S1); moreover, the production of some corresponding specialized metabolites has also been evaluated by liquid-chromatography high-resolution mass spectrometry (LC-HRMS) (Supplementary Materials Table S2).

#### 2.4.2. Effect of CFS4 on Characterized Specialized Metabolites

➢ Aflatoxins

Aflatoxin biosynthesis from acetyl-CoA involves 27 enzymes encoded by genes gathered in a cluster of 30 genes. The three remaining genes code for a specific transcription factor (AflR), its co-activator (AflS), and a MFS transporter (AflT). 

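Table S1 lists 29 genes for the aflatoxins' cluster, of which 28 have a probe on the array and 23 were tested. The probes of *aflP*, *aflI* and *aflU* were not well above background on any array, those of *aflW* and *aflYa* on 3 CTRL arrays only, and *aflNa* has no probe. No direction is given for *aflD*, whose probe was above background on 0 CFS4 arrays. The other 22 log2 fold changes were negative, with a median of −2.33, or −1.89 with 4 genes at their lower limit. At an adjusted *p*-value below 0.05 (limma), 18 genes were lower, and 18 when adjusted over the list alone. Table S1 was made from the same arrays, so the count over the list alone is not independent evidence, here and for the other clusters. The genes *aflH*, *aflS*, *aflR*, *aflD* and *aflCa* did not pass. Relative to the median of all tested genes, the median of the cluster was −2.29. This value was the same without scaling and after median centering or spike-in scaling, which shift every gene of an array alike. After the normexp correction the median was −0.35, 14 genes were negative and 9 positive, *aflD* among the latter, 1 gene was lower, and 2, *aflD* and *aflCa*, were called higher. The probe of *aflCa* was above background on 1 CFS4 array, and rises of such dim probes do not show higher expression after this correction. The call was lost for *aflO* without any CTRL array or CFS4 replicate 1 or 2, and for *aflMa* without CTRL replicate 2, 3 or 4 or CFS4 replicate 1, 2 or 4, each left out alone. It was lost for *aflC* without CTRL replicate 4, CFS4 replicate 1 or CFS4 replicate 2. The highest adjusted *p*-values were then 0.0967, 0.109 and 0.0685.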

The transcriptomic analysis revealed that after CFS4 exposure, all cluster genes were significantly downregulated (Figure 8). 

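No fold change is given for *aflD* (AFLA_139390), whose probe was well above background on 4 CTRL arrays and on 0 of the 4 CFS4 arrays (adjusted *p*-value 0.614, limma). For *aflA* (AFLA_139380), which encodes a fatty acid synthase subunit, the fold change was −5.02, with a log2 fold change of −2.33 (standard error 0.24, adjusted *p*-value 0.00123), and 3 of the 4 CFS4 arrays were above background. The scaled log2 signal of *aflA* was 7.21 ± 0.26 in CTRL and 4.89 ± 0.45 in CFS4 (SD, n = 4). The probes of *aflQ*, *aflLa*, *aflN* and *aflO* were below background on every CFS4 array. Against the dimmest signal well above background on each of those arrays, or the gene's own signal where that was higher, they were at least 4.54-fold, 3.68-fold, 2.87-fold and 1.60-fold lower. The gene *aflL* (AFLA_139250), which Fig. 8 shows and Table S1 does not list, had a log2 fold change of −3.48 (standard error 0.55, adjusted *p*-value 0.00598) and was above background on 1 CFS4 array.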

The reduction ranged from 1.29 (*aflD*) to 12.38 (*aflM*) fold and genes involved in the intermediate steps of the aflatoxins’ biosynthetic pathway were the most downregulated (from 6.05 for *aflA* to 12.38 for *aflM*). 

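On the log2 scale, *aflG* (AFLA_139260) had a fold change of −3.51 (standard error 0.42, adjusted *p*-value 0.00215, limma), which is −11.4 as a ratio. Its scaled log2 signal was 7.88 ± 0.79 in CTRL and 4.36 ± 0.54 in CFS4 (SD, n = 4), above background on every array. The adjusted *p*-value stayed between 0.00286 and 0.0111 with each array left out in turn.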

The *aflG* gene, coding for the enzyme responsible for averantin conversion showed a FC decrease of 11.99. Moreover, the *aflM* gene encoded a ketoreductase, an enzyme responsible for the conversion of versicolorin A in dimethylsterigmatocystin and versicolorin B in dihydromethylsterigmatocystin, and which had a FC decrease of 12.38 [39]. 

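For *aflM* (AFLA_139300) the log2 fold change was −3.56 (standard error 0.58, adjusted *p*-value 0.00686, limma), a fold change of −11.8. Its scaled log2 signal was 8.38 ± 0.72 in CTRL and 4.82 ± 1.16 in CFS4 (SD, n = 4), and 3 of the 4 CFS4 arrays were above background. With each array left out in turn its adjusted *p*-value reached 0.0262.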

LC-HRMS analysis revealed that the downregulation of the aflatoxins’ gene cluster was linked to a 95% decrease in AFB1 relative abundance when *A. flavus* was exposed to CFS4, in comparison with the control culture (Supplementary Materials Table S2).

➢ Cyclopiazonic acid

Cyclopiazonic acid (α-cyclopiazonic acid, CPA) is an indole-tetramic acid mycotoxin whose genes are involved in its biosynthesis and are located directly adjacent to aflatoxins’ biosynthetic pathway cluster in the sub-telomeric region of chromosome 3 [35]. 

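The CPA genes were *mfs1* (AFLA_139460), *maoA* (AFLA_139470), *dmaA* (AFLA_139480) and *pks-nrps* (AFLA_139490), all above background on every array. Of the 4 genes, scaled on the 75th percentile, 0 were lower at an adjusted *p*-value below 0.05 (limma) and 1 was higher. At an unadjusted *p*-value below 0.05, 1 gene was lower, and the methods' t-test without adjustment also gave 1. Adjusted over the list alone, 1 gene was lower and 1 higher. The *maoA* gene had a log2 fold change of −0.56 (standard error 0.19, adjusted *p*-value 0.0543), and without CFS4 replicate 4 it was −0.73 (adjusted *p*-value 0.00528). That of *pks-nrps* was 0.19 (standard error 0.18, adjusted *p*-value 0.435). The *mfs1* gene was higher by 0.96 (standard error 0.23, adjusted *p*-value 0.0218), a call lost without CTRL replicate 2, CTRL replicate 4 or CFS4 replicate 2 (at most 0.0589). The direction depended on the scaling. The median of the 4 genes was 0.15, and it was −1.80 without scaling, −1.97 with spike-in scaling, −1.40 after median centering, and −0.22 after quantile normalization. On the authors' processed values it was −1.16. Relative to the median of all genes, the first 3 of these alternatives and the 75th percentile all gave 0.19.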

Among the four genes involved in CPA biosynthesis, three of them were significantly downregulated with a fold change from −3.3 for monoamine oxidase (*maoA*), responsible for the conversion of β-CPA to α-CPA in the last step of the biosynthesis pathway, to −2.1 for the hybrid backbone enzyme (PKS-NRPS) involved in the formation of the first stable intermediate in CPA biosynthesis, cyclo-acetoacetyl-L-tryptophan (cAATrp) (Figure 9). However, the LC-HRMS analysis did not reveal any significant difference in the relative abundance of CPA between both experimental conditions (Supplementary Materials Table S2), which may be explained by other regulation mechanisms currently unknown.

➢ Aspergillic acid

Aspergillic acid is a toxic hydroxamic-acid-containing pyrazinone derived from L-leucine and L-isoleucine residues [40]. Twelve genes gathered in a cluster are involved in aspergillic acid biosynthesis [26]. 

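Table S1 lists 11 genes for the aspergillic acid cluster, and the 10 from AFLA_023000 to AFLA_023090, which were paired with the names of Fig. 10, were all tested. On the scale of the 75th percentile, 9 log2 fold changes were negative and 1 positive, with a median of −0.70, while the median was 0.46 after the normexp correction. At an adjusted *p*-value below 0.05 (limma), 2 genes were lower, *asaB* and *orf5*, and 2 when adjusted over the list alone. For *orf5* the value was −0.68 (standard error 0.13, adjusted *p*-value 0.0112). The number of lower genes was 5 without CFS4 replicate 2, with *asaC*, *asaD* and *asaR* past the threshold. The *asaC* gene then had a log2 fold change of −2.08 (adjusted *p*-value 0.0136) and *asaD* of −2.22 (0.0153). Without CFS4 replicate 3, *orf4* passed (−0.46, 0.034). Left out alone, CTRL replicate 2, 3 or 4 or CFS4 replicate 1 left 1 gene, *orf5*.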

Transcriptomic analysis revealed that the expression of seven of those genes was significantly downregulated (fold change from −4.8 to −2.3) (Figure 10). For instance, *asaR,* which encodes the specific transcription factor that regulates aspergillic acid production but was found to be unessential once deleted, resulted only in a reduction in ferriaspergillin levels. On the other hand, *asaA,* which is responsible for encoding a putative ankyrin domain protein, was found to be essential since, if deleted, it inhibited the production of ferriaspergillin. 

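Expression of *asaR* (AFLA_023040) changed by a log2 fold change of −0.72 (standard error 0.32, adjusted *p*-value 0.115, limma). Its SD was 0.14 between the CTRL arrays and 0.72 between the CFS4 arrays, and without CFS4 replicate 2 the log2 fold change was −1.07 (adjusted *p*-value 0.00976). For *asaA* (AFLA_023000), the log2 fold change of −0.23 (standard error 0.27, adjusted *p*-value 0.52) was smaller than the SD of 0.57 between the CFS4 arrays.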

The observed fold changes were found to be −2.9 and −2.6, respectively, which might also explain the downregulation of all the genes of the cluster [26]. Interestingly, the downregulation of many genes in the aspergillic acid cluster was not linked to a decrease in the aspergillic acid concentration in *A. flavus* culture exposed to CFS4. Indeed, LC-HRMS analysis revealed that the relative abundance of aspergillic acid was nine-fold higher for *A. flavus* exposed to CFS4 than under the control condition (Supplementary Materials Table S2). This might be explained by the downregulation of the *asaB* gene, coding for a hydroxylase, and responsible for the conversion of aspergillic acid to hydroxyaspergillic acid. However, the relative abundance of hydroxyaspergillic acid was not examined during the LC-HRMS analysis.

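A log2 fold change of −1.23 (standard error 0.33, adjusted *p*-value 0.0289, limma) was found for *asaB* (AFLA_023010). Its scaled log2 signal was 9.24 ± 0.28 in CTRL and 8.01 ± 0.69 in CFS4 (SD, n = 4). The adjusted *p*-value was above 0.05, at most 0.0705, when CTRL replicate 2, 3 or 4 or CFS4 replicate 1 or 3 was left out.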

➢ Aspirochlorine

Aspirochlorine is an epidithiodiketopiperazine (ETP) toxin mainly produced by *A. oryzae* and also by *A. flavus*. By combining genetic and chemical analyses, the cluster of genes involved in aspirochlorine biosynthesis was identified in *A. oryzae*. The putative aspirochlorine biosynthetic gene cluster in *A. flavus* was identified based on NCBI gene annotation and ACT/BLASTx comparison and gathered 22 genes from AFLA_0643380 to the AFLA_064590 locus [28]. 

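Of the 22 genes from AFLA_064380 to AFLA_064590, all have a probe and 21 were tested. AFLA_064450 was not well above background on any array. Among the tested genes, scaled on the 75th percentile, 20 log2 fold changes were negative and 1 positive, and the fold changes ranged from −2.24 in AFLA_064520 to 1.02 in AFLA_064380. The median log2 fold change was −0.43, and after the normexp correction it was −0.23, with 5 positive genes. At an adjusted *p*-value below 0.05 (limma), 8 genes were lower, and 9 when adjusted over the list alone. AFLA_064520, annotated as a GliM-like methyltransferase, had a log2 fold change of −1.16 (standard error 0.27, adjusted *p*-value 0.0201). The number of lower genes changed with single arrays. It fell to 0 without CFS4 replicate 2, where 8 genes had an unadjusted *p*-value below 0.05 (limma), and it was 2 without CTRL replicate 2 or CTRL replicate 3. It was 3 without CFS4 replicate 1 or CFS4 replicate 3, and 6, 7 and 8 without CTRL replicate 1, CTRL replicate 4 and CFS4 replicate 4.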

Transcriptomic analysis revealed that after CFS4 exposure, all genes in the cluster were significantly downregulated (fold change from −4.4 to −1.9) (Figure 11). LC-HRMS analysis revealed that the relative abundance of aspirochlorine was 1.5-fold lower in *A. flavus* culture exposed to CFS4 in comparison with the control condition (Supplementary Materials Table S2).

➢ Ustiloxin B

Ustiloxin B is a cyclic tetrapeptide of Tyr-Ala-Ile-Gly. The tyrosine is modified with a methyl group, a hydroxyl group, and a non-protein-coding amino acid, norvaline. Ustiloxin B is synthesized by a ribosomal peptide synthetic (RiPS) pathway, and its biosynthetic gene cluster gathered 18 genes designated as *ustO* (AFLA_094940) to *ustS* (AFLA_095110) [31,41,42]. In this cluster, the exposure to CFS4 led to a significant downregulation of all genes (fold change ranged from −7.1 (*ustP2*) to −2 (*ustA*)) (Figure 12). 

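Of the 18 genes of the ustiloxin B cluster, 17 were tested, and *ustU* (AFLA_094970) was not well above background on any array. In the 75th percentile scaling, 12 log2 fold changes were negative and 5 positive, with a median of −0.51. Relative to the median of all genes, 12 were negative under no scaling, median centering and spike-in scaling as well, while 16 were negative after the normexp correction. At an adjusted *p*-value below 0.05 (limma), 9 genes were lower and 1 higher, and when adjusted over the list alone 9 were lower and 2 higher. The largest fall was in *ustP2* (AFLA_095010), with a log2 fold change of −1.67 (standard error 0.24, adjusted *p*-value 0.00407), or a fold change of −3.19. The *ustT* gene (AFLA_095070) had a log2 fold change of −1.50 (standard error 0.29, adjusted *p*-value 0.0123). For *ustA* (AFLA_094980) the log2 fold change was 0.40 (standard error 0.15, adjusted *p*-value 0.0705), and 0.49 without CFS4 replicate 4 (0.0255), but it was −1.56 without scaling and −1.72 with spike-in scaling. The call of *ustYa* was lost without any CTRL array and without CFS4 replicate 1 or 2, each left out alone, with an adjusted *p*-value of at most 0.0869.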

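The scaled log2 signal of *ustR-1* was 5.64 ± 0.74 in CTRL and 7.63 ± 1.08 in CFS4 (SD, n = 4). Its log2 fold change was 2.00 (standard error 0.56, adjusted *p*-value 0.0329, limma). Without CFS4 replicate 4 the adjusted *p*-value was 0.00784, and without any other array it was above 0.05, at most 0.086. With spike-in scaling the log2 fold change was −0.12.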

The *ustR-1* gene (AFLA_095080) was the only upregulated gene in this cluster; it was not significant and *ustU* was not detected. The *ustR-1* gene (AFLA_095080) and *ustR-2* (AFLA_095090), which is downregulated (fold change −2.1), encode for the specific regulator of the cluster, a Zn(II)2Cys6 transcription factor. Indeed, *ustR-1* (AFLA_095080) and *ustR-2* (AFLA_095090) were concatenated to a single gene [41]. Thus, the downregulation of *ustR-2* can explain the downregulation of the whole gene cluster. 

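For *ustR-2* the log2 fold change was 0.09 (standard error 0.21, adjusted *p*-value 0.75, limma). The SD was 0.13 between the CTRL arrays and 0.42 between the CFS4 arrays, larger than the difference. Its log2 fold change was −1.86 without scaling, −1.46 after median centering and −2.03 with spike-in scaling.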

Ustiloxin B was not detected by LC-HRMS analysis under CFS4 and control conditions.

#### 2.4.3. Effect of CFS4 on Gene Expression Related to Fungal Development

As CFS4 modulates fungal development (dry biomass and conidiation), the expression of genes involved in this function was analyzed. The expression level of several genes implicated in conidiation, pigmentation, and of the velvet family was significantly downregulated when *A. flavus* was exposed to CFS4 (Figure 13). Among them, *brlA*, a key transcription factor for the initiation of conidiophore formation [43,44], has a fold change of −3.96. Similarly, *abaA*, implicated in the phialid and metula formation [45], and *wetA*, in spore maturation [38], were both downregulated, with a fold change of −5.29 and −2.79, respectively. 

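The names of 13 genes of Fig. 13 could be paired with an AFLA identifier, and all were tested. After scaling on the 75th percentile, 10 log2 fold changes were negative and 3 positive, with a median of −0.52, while after the normexp correction the median was 0.08. At an adjusted *p*-value below 0.05 (limma), 3 genes were lower, *abaA*, *flbA* and *veA*. Adjusted over the list alone, 0 were lower, with 4 at an unadjusted *p*-value below 0.05. For *flbA* (AFLA_134030) it was −0.88 (standard error 0.25, adjusted *p*-value 0.0332), and only without CFS4 replicate 4 did it stay past the threshold. The number of lower genes was 4 without CFS4 replicate 4 and 2 without CFS4 replicate 3. Leaving out any other array gave 0, with 3 or 4 genes at an unadjusted *p*-value below 0.05. The *fluG* gene (AFLA_101920) passed as higher without CTRL replicate 1 (0.48, adjusted *p*-value 0.042) and without CFS4 replicate 4 (0.46, 0.0368). The *rodB* gene passed as lower without CFS4 replicate 3 (−0.99, 0.0374).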

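For *brlA* (AFLA_082850) the fold change was −2.00, with a standard error of 0.52 on the log2 scale and an adjusted *p*-value of 0.161 (limma). Its scaled log2 signal was 8.55 ± 0.82 in CTRL and 7.55 ± 0.89 in CFS4 (SD, n = 4), so that the difference was close to the spread between replicates.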

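Expression of *abaA* (AFLA_029620) was lower, with a log2 fold change of −1.46 (standard error 0.44, adjusted *p*-value 0.0383, limma), and all 4 CFS4 values lay below all 4 CTRL values. Its adjusted *p*-value was above 0.05, at most 0.0982, when any CTRL array or CFS4 replicate 1 or 2 was left out. For *wetA* (AFLA_052030) the log2 fold change was −0.52 (standard error 0.47, adjusted *p*-value 0.406), with an SD of 0.73 between the CTRL arrays and 0.82 between the CFS4 arrays.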

Concerning pigmentation, *Arbr2/brown2* was the most downregulated gene, with a fold change of −3.73. 

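In AFLA_006180, the gene that Table S1 names *Arb2/brown2*, the log2 fold change was −0.69 (standard error 0.48, adjusted *p*-value 0.278, limma). Its SD was 0.65 between the CTRL arrays and 0.89 between the CFS4 arrays.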

Finally, *veA*, *laeA*, *velB,* and *vosA,* belonging to the velvet family, were also downregulated, with fold changes from −2.35 to −3.51.

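Scaled on the 75th percentile, *veA* (AFLA_066460) had a log2 fold change of −0.96 (standard error 0.30, adjusted *p*-value 0.0441, limma). Without CFS4 replicate 4 its adjusted *p*-value was 0.0275, and without any other array it was above 0.05, at most 0.106. For *laeA* (AFLA_033290) the log2 fold change was −0.47 (standard error 0.16, adjusted *p*-value 0.0557), and it was −0.59 without CFS4 replicate 4 (0.0113). For *vosA* (AFLA_026900) the log2 fold change was 0.24 (standard error 0.49, adjusted *p*-value 0.723), but −1.71 without scaling, −1.88 with spike-in scaling, −0.038 without CFS4 replicate 2 and −0.031 without CFS4 replicate 3. The *velB* gene was not analysed here.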

#### 2.4.4. Effect of CFS4 on Gene Expression of Genes Involved in Fungal Response to External Stimuli

In response to CFS4 exposure, many genes involved in cellular signaling and coding for environmental transcription factors (TFs) were downregulated. 

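The names of 6 genes of Fig. 14 could be paired with an AFLA identifier, and all were tested. After scaling on the 75th percentile, 3 log2 fold changes were negative and 3 positive, with a median of −0.06, while all 6 were negative without scaling, after median centering, with spike-in scaling and in the authors' processed values. At an adjusted *p*-value below 0.05 (limma), *areA* and *ppoC* were lower and *ppoA* was higher. Adjusted over the list alone, 2 genes were lower and 2 higher, the second of these being *creA*. The *meaB* gene (AFLA_031790) had a log2 fold change of −0.26 (adjusted *p*-value 0.115), and −0.34 without CFS4 replicate 4 (0.0287). The number of lower genes was 3 without CFS4 replicate 4 and 1 without any CTRL array or without CFS4 replicate 1, 2 or 3.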

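In *pacC* (AFLA_030580) the log2 fold change was 0.13 (standard error 0.13, adjusted *p*-value 0.461, limma), but −1.82 without scaling and −1.99 with spike-in scaling. For *areA* (AFLA_049870) the log2 fold change was −0.73 (standard error 0.12, adjusted *p*-value 0.00727). The scaled log2 signal of *areA* was 10.11 ± 0.17 in CTRL and 9.38 ± 0.10 in CFS4 (SD, n = 4), and its adjusted *p*-value stayed at or below 0.0304 with each array left out in turn.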

Most notable are the *pacC* gene, implicated in the response to the pH environment, with a fold change of −2.16 (Figure 14), and *areA*, a nitrogen regulatory gene, with a fold change of −3.66. Furthermore, a similar effect was observed for *ppoA*, *ppoB*, and *ppoC,* encoding three fatty acid oxygenases, involved in asexual development [46]. 

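For *ppoA* (AFLA_026790) the log2 fold change was 0.60 (standard error 0.14, adjusted *p*-value 0.0195, limma), but −1.35 without scaling and −1.52 with spike-in scaling. Its adjusted *p*-value was above 0.05, at most 0.0564, without CTRL replicate 2 or CTRL replicate 4. For *ppoC* (AFLA_030430) the log2 fold change was −1.19 (standard error 0.35, adjusted *p*-value 0.0361). Only without CFS4 replicate 4 did *ppoC* stay below 0.05 (0.0135), and without any other array its adjusted *p*-value reached up to 0.0938.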

A downregulation of *ppoA* and *ppoC* with a fold change of −1.51 and −4.49, respectively, was observed. Regarding the G-protein-coupled receptor (GPCR) genes, coding for GPCR transmembrane receptors, they were all downregulated with a fold change from −1.70 to −2.92, except for *gprK*.

## 3. Discussion

In this study, the effect of *S. roseolus* CFS on fungal development, transcriptome, and AFB1 production of *A. flavus* was studied in an attempt to decipher the mechanism of action of this promising source of bioactive molecules to control AFB1 contamination.

First, the three *S. roseolus* CFSs produced (4, 5, and 6 incubation days) and both CFS concentrations tested (0.75 and 1.5 g/L) were able to reduce AFB1 and AFB2 concentrations in *A. flavus* culture (Figure 1). Nevertheless, the CFS produced after 4 days of incubation at 28 °C (CFS4) was the most efficient in reducing AFB1 concentration, reaching concentrations below the limit of quantification and linked to a downregulation of the aflatoxins’ gene cluster. On the one hand, this suggests that the proportion of bioactive molecules in a CFS is higher after 4 days of incubation in agitated liquid culture than after 5 or 6 days of incubation. On the other hand, it might also indicate that CFS composition differs based on the culture conditions. A difference in the nature of molecules produced by *Streptomyces* sp. HU2014 was observed by spectrophotometric analyses of cell-free filtrate (CFF) after different incubation times [47]. Indeed, it has been described that *Streptomyce*s strains arborized a complex life cycle, which is closely related to specialized metabolite production [48]. The bioactive molecules produced depend on both culture conditions and strains [47,49,50,51]. Moreover, according to Campos-Avelar et al. (2021), among the 59 *Streptomyces* isolates tested, all of them can reduce AFB1 concentration in co-culture with *A. flavus*. However, only the cell-free extracts (CFE) from 31 isolates, produced at 5 days at 25 °C and tested at 10% in the culture medium, were able to reduce AFB1 concentration to a lesser extent [52]. Another study revealed that *S. philanthi* RL-1-178 CFS, produced for 10 days at 30 °C, reduced AFB1 concentration in *A. flavus* and *A. parasiticus* cultures by 96.7 and 86.7%, respectively [53].

Furthermore, a dose effect of CFS4 was demonstrated (Figure 5). The IC50 values of CFS4 were 0.14 g/L and 0.50 g/L for AFB1 and AFB2, respectively, suggesting that CFS4 was less efficient at reducing AFB2 concentration. In the same way, the CFE of *Streptomyces* isolates tested by Campos-Avelar et al. (2021) was also less efficient in reducing AFB2 concentration, although *Streptomyces* isolates had a stronger effect on AFB2 concentration than on AFB1 in co-culture with *A. flavus* [52]. To compare, the aqueous extract of *Mimosa tenuiflora* and *Minthostachys mollis,* both aqueous plant extracts, reduced AFB1 concentration from *A. flavus* with an IC50 of 0.15 g/L and 0.4 g/L, respectively, which are values very close to those found in this study [54,55]. All these data demonstrate the efficiency of *S. roseolus* CFS in reducing AFB1 and AFB2 concentrations in vitro. Finally, heat treatments had no impact on CFS4 efficiency, indicating that the active compounds were not of protein nature but were rather thermostable chemical molecules. In the same way, the fungicide crude extract from the *Pseudomonas aeruginosa* K-187 broth culture conserved more than 90% of its activity against *Fusarium oxysporum*, *A. fumigatus*, and *A. parasiticus* after 100 °C for 30 min [56].

*S. roseolus* CFS4 reduced the dry weight of *A. flavus* by 77% compared with the control without any effect on the colony diameter (Figure 3), revealing the importance of using the dry biomass as an indicator of fungal growth rather than measuring the colony’s diameter. Indeed, many characteristics, such as the length and diameter of hyphae and hyphal density, do not impact colony diameter but can impact dry biomass [57]. Many studies revealed the impact of different actinobacterial strains on *A. flavus* growth and more generally on several phytopathogenic fungi. Indeed, Rahila et al. demonstrated that *Streptomyces chrestomyceticus* STR-2 was able to reduce *Magnaporthe oryzae* growth with a growth inhibition of 50% [58]. Moreover, by using the same method, Shahid et al. (2021) revealed that five actinobacterial strains (*Amycolatopsis pretoriensis* MSCA21, *Saccharopolyspora shandongensis* MSCA89, *Kribbella karoonensis* MSCA185, *S. amritsarensis* V31, and *S. amritsarensis* V4) reduced *Rhizoctonia solani*, *Alternaria alternata*, *A. flavus*, *Fusarium oxysporum f.* sp. *Lycopersici*, *Sarocladium oryzae*, and *Sclerotinia sclerotiorum* growth with a percentage of inhibition from 44.8 to 90% [59]. Natural products are also known to have antifungal activities. An inhibition of 77.1% of *A. flavus* colony diameter was observed when the fungus was treated with honokiol, a phenolic compound in *Magnolia officinalis,* at 100 µg/mL for 72 h at 28 °C, or when it was treated with piperine, a component of long black pepper, at 0.17 mM, with a growth inhibition of 35% [60,61].

In the present study, another morphological change was the decrease in conidiation when *A. flavus* was exposed to CFS4 (Figure 4). It was also evaluated by Zhang et al. with honokiol at concentrations ranging from 50 to 200 µg/mL [61]. This phenotype was correlated with the effect of CFS4 on many genes involved in asexual development. 

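Expression of *brlA*, *wetA* and *abaA* moved with the scaling of the arrays. Over the alternatives that left out no array, the log2 fold change of *brlA* ranged from −3.12 to −0.52, with adjusted *p*-values (limma) from 0.000232 to 0.404. For *wetA* the range was from −2.64 to 0.08, and for *abaA* it was from −3.58 to −0.68.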

The global transcriptomic analysis revealed a down-expression of *brlA, wetA*, and *abaA* (Figure 13), three transcription factors involved in conidiophore production, the asexual reproductive organs in *Aspergilli* species [44].

Following the same trend, *ppoA, ppoB*, and *ppoC,* which code for fatty acid oxygenases, were also impacted by the CFS4 treatment (Figure 14). A study reveals that a *∆ppoA∆ppoB∆ppoC* triple mutant favors the exacerbated sexual reproduction in *A. nidulans* [62]. Moreover, this triple mutation leads to an inability of *A. nidulans* to produce sterigmatocystin, thus demonstrating the implication of *ppoA, ppoB*, and *ppoC* in specialized metabolism [63]. Furthermore, *conF*, the most downregulated developmental gene, is expressed in conidia and is involved in conidia germination, and its deletion is responsible for the high resistance of conidia to desiccation [64]. The decrease in conidiation observed in this study is very interesting because it limits the dissemination capacity of the fungus and thus limits crop contamination. Interestingly, in a previous study, the co-culture of *S. roseolus* and *A. flavus* induced a hypersporulation of the fungus by up to 36% compared with the control condition (*A. flavus* alone). This phenotype was linked to the overexpression of *brlA*, *abaA*, *fluG,* and *flbA* genes involved in the conidiation process, and more specifically, in conidiation initiation and conidiophore development in *A. nidulans* [23,65,66]. This reveals that the indirect or direct interaction between *S. roseolus* and *A. flavus* leads to a different response of *A. flavus*, highlighting probably a different mechanism of action.

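The median log2 fold change of the aflatoxins' cluster was compared with that of 10000 random sets of 23 tested genes matched on mean signal. In 95% of the random sets the median lay between −0.45 and 0.20, and the lowest was −0.78. None reached the value of the cluster (permutation *p* = 1e-04, the smallest that 10000 sets can give). Against all other tested genes, the set test camera of limma gave an adjusted *p*-value of 6.42e-08 for the cluster. The rotation test fry of limma, which tests the cluster's own fold changes against 0, gave an adjusted *p*-value of 0.00529. With the inter-gene correlation estimated from the data (0.469), the adjusted *p*-value of camera was 0.647.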

The global transcriptomic analysis conducted in the present study demonstrated that the reduction in AFB1 concentration in *A. flavus* is consistent with a drastic downregulation of the entire aflatoxins’ gene cluster (Figure 8) as already demonstrated in several studies [23,54,60,67,68,69]. Indeed, genetic regulation of aflatoxin biosynthesis is widely described, involving *aflR* and *aflS*. These genes are responsible for coding the specific transcription factor and transcription enhancer, and for regulating the expression of other genes in the aflatoxins’ gene cluster with the exception of *aflT.* This gene is known to encode a fungal transporter that belongs to the major facilitator superfamily (MFS) [39,70]. However, in the present study, *aflT* was severely repressed, which suggests another regulation mechanism, also observed when *A. flavus* was treated with an aqueous extract of *Micromeria graeca* at 10 mg/mL [71]. 

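For *aflT* (AFLA_139420) the log2 fold change was −1.50 (standard error 0.33, adjusted *p*-value 0.0174, limma). Its scaled log2 signal was 7.68 ± 0.48 in CTRL and 6.18 ± 0.56 in CFS4 (SD, n = 4), and its adjusted *p*-value stayed below 0.05 with each array left out in turn, at most 0.0489. For *aflR* (AFLA_139360) the log2 fold change was −0.24 (standard error 0.26, adjusted *p*-value 0.479), and for *aflS* (AFLA_139340) it was −0.28 (standard error 0.25, adjusted *p*-value 0.391). These 2 regulators are described as acting on the other genes of the cluster but not on *aflT*. From the repression of *aflT*, the paper proposes that another regulation mechanism takes part.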

Caceres et al. (2018) demonstrated that genes involved in the intermediate and late steps of the aflatoxins’ biosynthesis pathway were the most downregulated, even though the entire cluster was impacted. 

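The gene *aflJ* (AFLA_139320) encodes an esterase of the aflatoxins' pathway and had a log2 fold change of −2.83 (standard error 0.44, adjusted *p*-value 0.0059, limma). Its scaled log2 signal was 9.02 ± 0.81 in CTRL and 6.19 ± 0.62 in CFS4 (SD, n = 4). Other genes of the cluster with large falls were *aflV* (−3.45) and *aflK* (−3.34), both above background on 1 CFS4 array only, and *aflE* (−2.97), above background on all 8 arrays. The smallest significant falls were in *aflB* (−0.93) and *aflC* (−0.92).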

In our study, all genes of the aflatoxins cluster were impacted, with genes encoding enzymes involved in the intermediate stages of the biosynthesis pathway being the most impacted, such as *aflJ* and *aflM*. This downregulation led to a decrease in AFB1 concentration in *A. flavus* culture. Different steps of the aflatoxin biosynthesis pathway can be impacted, leading to a decrease in AFB1 production. Indeed, a downregulation of the genes involved in the late steps of the aflatoxins’ biosynthesis pathway was observed when *A. flavus* was grown in the presence of *Lactobacillus plantarum* [72]. Conversely, genes involved in the early and middle stages of the aflatoxins’ biosynthesis pathway were more downregulated by *A. oryzae* filtrate treatment on *A. flavus* culture [73]. Another study revealed that *S. yanglinensis* in co-culture and its culture filtrate (CF) were able to reduce *A. flavus* growth and AFB1 concentration compared with the control condition by downregulating *aflR* and *aflS* expression, both specific transcription factors of aflatoxins’ biosynthesis [74]. Last, it will be important to check whether a more toxic intermediate has not been accumulated due to the interruption of the biosynthetic pathway. Indeed, the downregulation of *aflM*, encoding a ketoreductase involved in the conversion of versicolorin A (VERA) into demethylsterigmatocystin (DMST), can cause an accumulation of VERA, which is more cytotoxic than AFB1 [75].

The specialized metabolism of *A. flavus* can be modulated by numerous transcription factors sensitive to environmental stimuli, such as CreA, AreA, and PacC. In this study, *S. roseolus* CFS4 has strongly impacted *A. flavus* transcriptome, notably by destabilizing its nutrition process. Indeed, the *creA* gene, involved in the catabolite carbon repression but also in the regulation mechanism of aflatoxin biosynthesis, was downregulated. 

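For *creA* (AFLA_134680) the log2 fold change was 0.77 (standard error 0.28, adjusted *p*-value 0.0634, limma), and −1.19 without scaling. The SD was 0.05 between the CTRL arrays and 0.62 between the CFS4 arrays. Without CFS4 replicate 4, *creA* was higher by 1.01 (adjusted *p*-value 0.00856).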

The inhibition of the aflatoxins’ gene cluster was also observed in a *∆creA* mutant [76,77]. An opposite effect was observed when *A. flavus* was co-cultivated with *S. roseolus* [23]. Thus, it seems that the downregulation of *creA* is not responsible for the downregulation of aflatoxins’ gene cluster. Moreover, *areA*, a nitrogen-regulatory gene, was also downregulated by CFS4. 

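Over the alternatives that kept all arrays, *areA* had log2 fold changes from −2.85 to −0.56, with adjusted *p*-values (limma) of at most 0.145, the last with array brightness as a covariate, an alternative chosen after the data were seen.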

Finally, all *gpr* genes, coding for GPCR transmembrane receptors, were negatively impacted by CFS4 (Figure 14). GPCRs are closely related to the response to external stimuli, and their downregulation can impact the entire primary metabolism of fungi [78]. Furthermore, it has been demonstrated that *grpA* and *gprK* play a role in the repression of aflatoxin production [79].

The *veA* gene, a global regulator of the velvet family, composed of *vosA*, *laeA*, and *velB*, is also downregulated by CFS4 treatment (Figure 13). This gene is known to modulate the specialized metabolism of *Aspergillus* species and to contribute to the virulence of *A. flavus* in vitro and *in planta*. Moreover, aflatoxin production and conidiation were altered in a *∆vea* mutant inoculated on peanuts, corn, and cotton seeds [80]. It has also been demonstrated that the deletion of *veA* leads to a decrease in conidiophore formation in *A. niger* and to a decrease in the conidia number [81]. Furthermore, *veaA* is required for CPA, aflatrem, and aflatoxin production in *A. flavus* [82]. 

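The range of the log2 fold change of *veA* over the alternatives that kept all arrays was from −3.08 to 0.09, the last after the normexp correction.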

A downregulation of *veA* was also observed when *A. flavus* was treated with piperine or grown with *Bacillus velenzis* E2 [60,83]. However, an overexpression of *veA* was observed during a co-culture with *S. roseolus* and *A. flavus*, or when *A. flavus* was grown in the presence of an aqueous extract of hyssop (*Micromeria graeca*) linked to a downregulation of aflatoxins’ gene cluster [23,71]. 

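For *dmaA* the log2 fold change was 0.12 (standard error 0.15, adjusted *p*-value 0.554, limma) after scaling on the 75th percentile. Its SD was 0.22 between the CTRL arrays and 0.17 between the CFS4 arrays. It was −1.84 without scaling, −2.00 with spike-in scaling, −0.39 after quantile normalization and −1.26 in the authors' processed values.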

Our study also demonstrated a downregulation of the CPA cluster (Figure 9), involved in the biosynthesis of an indole-tetramic acid mycotoxin, and notably the *dmaA* gene. This gene, also called *dmaT*, was upregulated when *A. flavus* was cultivated with *S. roseolus* [23]. The downregulation of the CPA cluster was not correlated with a diminution of CPA-relative abundance, suggesting that the downregulation was not sufficient to ensure a reduction in CPA concentration. In the same way, among the twelve genes involved in the aspergillic acid cluster, seven were significantly downregulated (Figure 10), notably *asaB*, coding for a GA4 desaturase family protein. This gene was also downregulated when *A. flavus* was grown with dimethyl sulfoxide (DMSO) at a concentration of 281.6 mM [69]. Nevertheless, the LC-HRMS analysis revealed that the relative abundance of aspergillic acid was nine-fold higher in *A. flavus* exposed to CFS4 than under control conditions, suggesting a more complex mechanism of regulation. However, this increase in aspergillic acid relative abundance must be taken into consideration because of its potential toxicity. Indeed, previously studied for its antibiotic properties, aspergillic acid exhibits acute toxicity to mice by damaging the nervous system [84].

## 4. Conclusions

In the present study, the impact of *S. roseolus* CFS on *A. flavus* and AFB1 concentration was analyzed. To determine the mechanism of action, morphological and transcriptional analyses of *A. flavus* in the presence of CFS were performed. These experimentations revealed that the decrease in AFB1 concentration was linked to a downregulation of the aflatoxins’ gene cluster. Furthermore, the down expression of genes involved in the conidiation process such as *brlA, wetA* and *abaA* led to a decrease in conidiation. Morphological differences observed on *A. flavus* in co-culture with *S. roseolus* or exposed to its CFS suggest a difference in the mechanism of action, even if the effect on the aflatoxins’ gene cluster was the same. The reduction in conidiation and aflatoxin production is encouraging, and it allows us to consider *S. roseolus* CFSs as a source of bioactive molecules to reduce AFB1 contamination, notably in crops or during grain storage. To achieve this, it is necessary to scale up the process of CFS production, notably in mechanically agitated bioreactors. Formulation assays are in progress, and in vivo and *in planta* tests, notably on maize grain and on the maize plant, are also considered.

## 5. Materials and Methods

### 5.1. Chemical Reagents

AFB1 and aflatoxin mix (AFB1 (1 µg/mL), AFB2 (3 µg/mL), AFG1 (1 µg/mL), and AFG2 (3 µg/mL)) solutions were purchased from Merck KGaA (Saint-Quentin-Fallavier, France). High-performance liquid chromatography (HPLC) and solvents of analytical-grade quality were purchased from Thermo-Fisher Scientific (Illkirch, France). Ultrapure water used for HPLC and molecular biology procedures was purified at 0.22 µm by an ELGA purification system (ELGA LabWater, High Wycombe, UK).

### 5.2. Microbial Strains

The *Streptomyces roseolus* strain was previously identified and selected for its capacity to reduce AFB1 and AFB2 concentrations in *A. flavus* cultures [23,67,85]. The *Aspergillus flavus* NRRL 62477 strain, producer of AFB1 and AFB2, was isolated from paprika samples harvested from a Moroccan market [86]. Both microbial strains were maintained on a solid ISP2 medium (4 g/L α-D glucose; 10 g/L malt extract; 4 g/L yeast extract; 20 g/L agar; pH 7).

### 5.3. S. roseolus Cell-Free Supernatants (CFSs) Production

First, *Streptomyces roseolus* was cultured on a solid ISP2 medium at 28 °C until sporulation (10–12 days). Then, to obtain a liquid pre-culture, a 250 mL Erlenmeyer flask filled with 50 mL of ISP2 medium was inoculated with *S. roseolus* spores recovered from the previous solid culture and incubated at 28 °C in an orbital incubator set at 200 rpm for 48 h. At the end of the incubation time, a 500 mL Erlenmeyer flask filled with 100 mL of liquid ISP2 medium was inoculated with 5 mL of the liquid pre-culture and incubated at 28 °C in an orbital incubator set at 200 rpm. The incubation times were different (4 days (CFS4), 5 days (CFS5), or 6 days (CFS6)) according to the conducted experiment. At the end of the incubation time, liquid cultures were centrifuged at 10,000× *g* for 10 min; then, supernatants were filtered through a 0.22 µm cellulose acetate filter to eliminate bacterial cells. All produced CFSs were stored at −20 °C until use.

### 5.4. Determination of CFSs Dry Matter Content

The dry matter content of each CFS produced was determined after each production trial. Briefly, 3 mL of CFS was weighed before and after drying in an oven set at 103 °C for 24 h. Each measurement was made in triplicate. The difference between before and after drying refers to the CFS dry matter content expressed in g/L.

### 5.5. Effect of CFSs on AFB1 and AFB2 Concentrations

To evaluate the effect of CFS on AFB1 and AFB2 concentrations, *A. flavus* was inoculated in Petri dishes filled with solid ISP2 medium supplemented with CFSs (final volume 20 mL). The volume of CFS added in the ISP2 medium was determined on the basis of their dry matter content to obtain the desired concentrations. Two CFS concentrations were used in the study: 0.75 and 1.5 g/L and several CFSs produced at different times (CFS4, CFS5, and CFS6) were tested. Petri dishes were centrally inoculated with 10 µL of *A. flavus* spore suspension calibrated at 10^6^ spores/mL and incubated for 5 or 7 days at 28 °C.

The effect of CFS4 on AFB1 and AFB2 concentrations was also evaluated after heat treatments. Three heat treatments were tested: 100 °C for 5 or 15 min and 121 °C for 20 min. After heat treatment, CFS4 was added to the ISP2 medium at the final concentration of 1.5 g/L before medium solidification. Then, *A. flavus* was centrally inoculated, as previously described, and incubated for 7 days at 28 °C. At the end of the incubation, AFB1 and AFB2 were extracted, as described below. As control conditions, *A. flavus* was inoculated on a not-supplemented solid ISP2 medium (Ctrl). All experiments were conducted twice in triplicate.

### 5.6. Effect of CFS4 on Fungal Growth and Sporulation

#### 5.6.1. Effect on *A. flavus* Growth

To evaluate the effect of CFS4 on *A. flavus* growth, two methods were followed. The first one was by measuring the fungal colony diameter (mm) at the end of the incubation. The second consisted of measuring the dry weight (g/L) of the fungal culture at the end of incubation. For that, a cellophane disk (Hutchinson, Chalette-sur-Loing, France) was layered on a solid ISP2 medium before *A. flavus* inoculation. After the incubation, the mycelium was separated from the medium by removing the cellophane disk. Then, the cellophane disk with the mycelium was dried in an oven for 3 days at 60 °C before being weighed. For both methods used, *A. flavus* was inoculated as previously described on a solid ISP2 medium supplemented with CFS4 at the final concentration of 1.5 g/L and incubated for 5 days at 28 °C. As a control condition (Ctrl), *A. flavus* was inoculated on a not-supplemented solid ISP2 medium. The experiment was conducted twice in triplicate.

#### 5.6.2. Effect on *A. flavus* Sporulation

To evaluate the effect of CFS4 on *A. flavus* sporulation, *A. flavus* was inoculated as previously described on a solid ISP2 medium supplemented with CFS4 at the final concentration of 1.5 g/L and incubated for 5 days at 28 °C. At the end of incubation time, the total number of fungal spores from the entire fungal colony was counted according to the method previously reported by Caceres et al. [23]. Spore quantities from *A. flavus* inoculated on not-supplemented solid ISP2 medium (Ctrl) and supplemented solid ISP2 medium with the CFS4 at 1.5 g/L were compared. The experiment was conducted twice in triplicate.

### 5.7. Determination of the Half-Inhibitory Concentration (IC50) of CFS

The IC50 was defined as the concentration causing a 50% decrease in AFB1 or AFB2 concentrations in comparison with the control condition (i.e., *A. flavus* inoculated on not-supplemented ISP2 medium). For this, the following CFS4 concentrations were tested: 0.0005, 0.005, 0.05, 0.1, 0.187, 0.375, 0.75, 1.5, and 3 g/L. The volume of CFS4 added into the ISP2 medium was determined on the basis of its dry matter content. Then, *A. flavus* was inoculated as previously described and incubated for 7 days at 28 °C. At the end of the incubation period, AFB1 and AFB2 in *A. flavus* cultures were extracted, as described below. The experiment was conducted twice in triplicate.

### 5.8. AFB1 and AFB2 Extraction and Quantification by UHPLC/DAD/FLD

AFB1 and AFB2 from *A. flavus* culture were extracted from the entire medium (20 mL) and from the fungal colony according to the method previously reported by Caceres et al. [23]. The detection and quantification of AFB1 and AFB2 were performed using a Dionex Ultimate 3000 UHPLC system coupled with a diode-array detector (DAD) and a fluorescence detector (FLD) (Thermo Fisher Scientific, Illkirch, France). AFB1 and AFB2 analyses were performed using a Luna C18 column (3 µm, 150 × 4.6 mm) (Phenomenex, Torrance, CA, USA). A 20 min isocratic mode was delivered at 82.5% of eluent A (0.2% acetic acid/water and acetonitrile: 79:21; *v*/*v*) and 17.5% of eluent B (pure methanol). AFB1 and AFB2 were detected using FLD with 365/440 nm excitation/emission wavelengths and confirmed by their retention time (min) according to a standard (Merck KGaA), and peak identity was confirmed by analyzing absorption spectrum with a DAD coupled with the system. AFB1 was quantified by measuring the peak area according to a standard curve, with concentrations ranging between 20 and 300 µg/L. The limits of quantification were 5 and 15 µg/L for AFB1 and AFB2, respectively.

### 5.9. Microarray Gene Expression Studies

The fungal strain *A. flavus* was cultured on an ISP2 medium and incubated for 7 days at 28 °C in the dark. Then, a spore suspension was made and calibrated to 10^6^ spores/mL. Petri dishes containing ISP2 supplemented with CFS4 at the final concentration of 1.5 g/L were covered with sterile cellophane sheets and inoculated with 10 µL of the spore suspension. As a control condition, Petri dishes containing ISP2 not-supplemented (Ctrl) were also inoculated in the same way. Then, fungal cultures were incubated at 28 °C for 5 days. At the end of the incubation time, the entire fungal colony obtained was separated from the medium and ground up under liquid nitrogen. The RNA extraction and quantification were achieved according to the method previously reported by Caceres et al. [23]. RNA concentrations were quantified using a Nanodrop 2000 spectrophotometer (Thermo Scientific, Illkirch, France), and RNA integrity and purity were checked using the Experion RNA analysis kit (BioRad, Marnes-la-Coquette, France) and software (version 3.20, 2015, BioRad).

Gene expression profiles were performed at the GeT-tRiX facility (GénoToul, Génopole Toulouse Midi-Pyrénées) using Agilent Sureprint G3 Custom GE microarrays (8 × 60 K, design 085497) following the manufacturer’s instructions. For each sample, Cyanine-3 (Cy3), labeled cRNA, was prepared from 200 ng of total RNA using the One-Color Quick Amp Labeling Kit (Agilent Technologies) according to the manufacturer’s instructions, followed by Agencourt RNAClean XP (Agencourt Bioscience Corporation, Beverly, Massachusetts). Dye incorporation and cRNA yield were checked using Dropsense™ 96 UV/VIS droplet reader (Trinean, Belgium). An amount of 600 ng of Cy3-labelled cRNA was hybridized on the microarray slides following the manufacturer’s instructions. Immediately after washing, the slides were scanned on Agilent G2505C Microarray Scanner using Agilent Scan Control A.8.5.1 software, and the fluorescence signal was extracted using Agilent Feature Extraction software v10.10.1.1 with default parameters. Microarray data and experimental details are available in NCBI’s Gene Expression Omnibus [87] and are accessible through GEO Series accession number GSE232607 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232607).

### 5.10. Analysis of Specialized Metabolites by LC-HRMS

Extracts obtained from the entire medium and fungal colony were resuspended in 500 μL of an acetonitrile/water mixture (50:50, *v*/*v*), actively shaken for 30 s, and thereafter sonicated (Bransonic 221 Ultrasonic bath, Roucaire, Les Ulis, France) for 2 h. A volume of 250 µL of 100% acetonitrile was added to each extract, followed by active shaking for 30 s and centrifugation (a few seconds). Specialized metabolite analysis was carried out using Acquity HPLC (Waters, Saint-Quentin-en-Yvelines, France) combined with an LTQ Orbitrap XL high-resolution mass spectrometer (Thermo Fisher Scientific, Les Ulis, France). Ten μL of the supernatant was injected into a 150 mm × 2.0 mm C18 Luna^®^ 5 μm reversed-phase column (Phenomenex, Torrance, CA, USA). Phase A was water acidified with 0.1% formic acid, and phase B was 100% acetonitrile. The following elution gradient was used: 0 min 20% B, 30 min 50% B, 35 to 45 min 90% B, and 50 to 60 min 20% B at a flow rate of 0.2 mL/min at 30 °C.

Acquisitions of HRMS were performed with electrospray ionization (ESI) in both positive and negative modes, as previously reported [88]. MS/MS spectra were obtained with collision-induced dissociation mode at low resolution and a normalized collision energy of 35%.

The metabolites were identified based on their MS/MS spectrum, MS/MS fragmentation pattern, and retention times, compared with those of the standard compounds or data from AntiBase 2012 or the literature [69,89].

### 5.11. Statistical Analysis

First, the normal distribution of data was tested by the Shapiro–Wilk test. Then, in experiments where the effects of the three CFSs (CFS4, CFS5 and CFS6) were compared with the control condition, one-way ANOVA, followed by Dunett’s multiple comparisons post-hoc test, was used. In experiments where the effect of CFS4 exposition was compared with the control condition, the Student’s *t*-tests followed by a Fischer test on the equality of variance were used. Differences were considered to be statistically significant when the *p*-value was lower than 0.05. Graphical values are represented by mean ± standard error of the mean (SEM). The statistical analysis of data was carried out with GraphPad Prism 8 software (GraphPad 169 Software, La Jolla, USA).

## Figures and Tables

**Figure 1:**
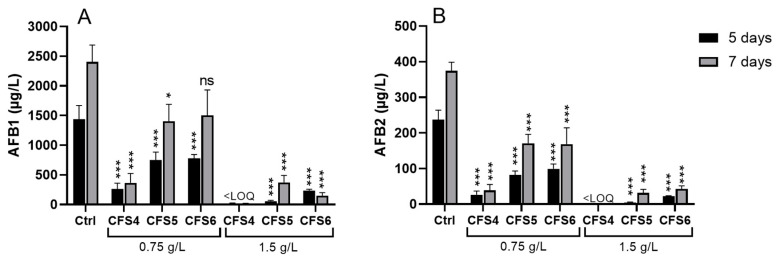
Effect of CFS4, CFS5, and CFS6 at two final concentrations (0.75 and 1.5 g/L) on AFB1 (Panel (**A**)) and AFB2 (Panel (**B**)) concentrations in *A. flavus* cultures incubated 5 days or 7 days at 28 °C on ISP2 medium. Results are expressed as mean ± SEM. One-way ANOVA, Dunett’s multiple comparisons post-hoc test. * *p*-value < 0.05; *** *p*-value < 0.001; ns: not significant; LOQ: limit of quantification.

**Figure 2:**
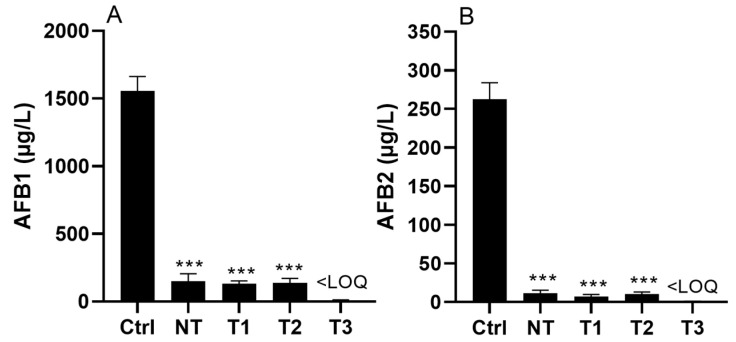
AFB1 (Panel (**A**)) and AFB2 (Panel (**B**)) concentrations in *A. flavus* cultures exposed to CFS4 at 1.5 g/L after heat treatment and incubated for 7 days at 28 °C on ISP2 medium. Ctrl = without CFS4, NT = Not-Treated CFS4, T1 = 100 °C 5 min, T2 = 100 °C 15 min, and T3 = 121 °C 20 min. Results are expressed as mean ± SEM. One-way ANOVA, Dunett’s multiple comparisons post-hoc test. *** *p*-value < 0.001; LOQ: limit of quantification.

**Figure 3:**
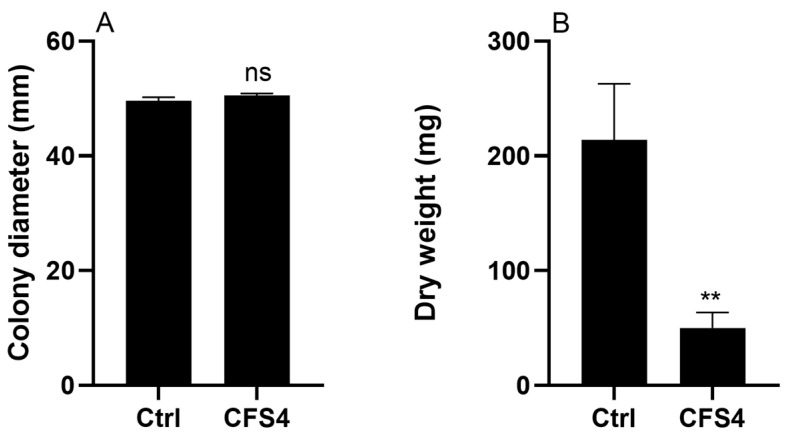
Effect of CFS4 at 1.5 g/L on *A. flavus* growth by measuring the fungal colony diameter in mm (Panel (**A**)) and by measuring the fungal dry weight in mg (Panel (**B**)) after 5 days of incubation at 28 °C on ISP2 medium. Results are expressed as mean ± SEM. Student’s *t*-test. ** *p* < 0.01; ns: not significant.

**Figure 4:**
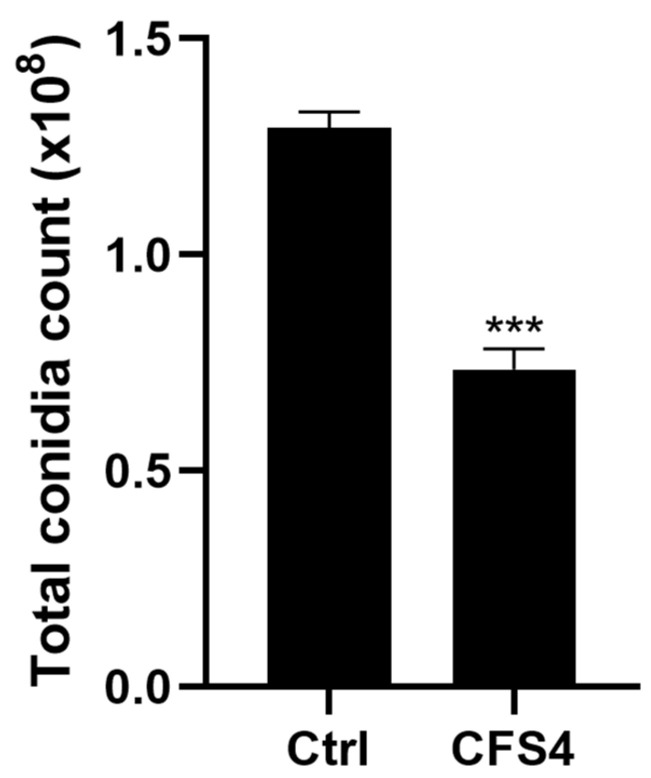
Effect of CFS4 at 1.5 g/L on sporulation of *A. flavus* after 5 days of incubation at 28 °C on ISP2 medium. Results are expressed as mean ± SEM. Student’s *t*-test. *** *p* < 0.001.

**Figure 5:**
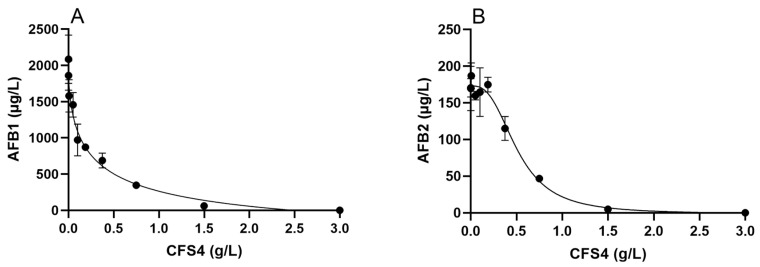
Dose–response curves of the effect of CFS4 on AFB1 (Panel (**A**)) and AFB2 (Panel (**B**)) concentrations in *A. flavus* cultures exposed to CFS4 at several concentrations and incubated for 7 days at 28 °C on ISP2 medium. Results are expressed as mean ± SEM.

**Figure 6:**
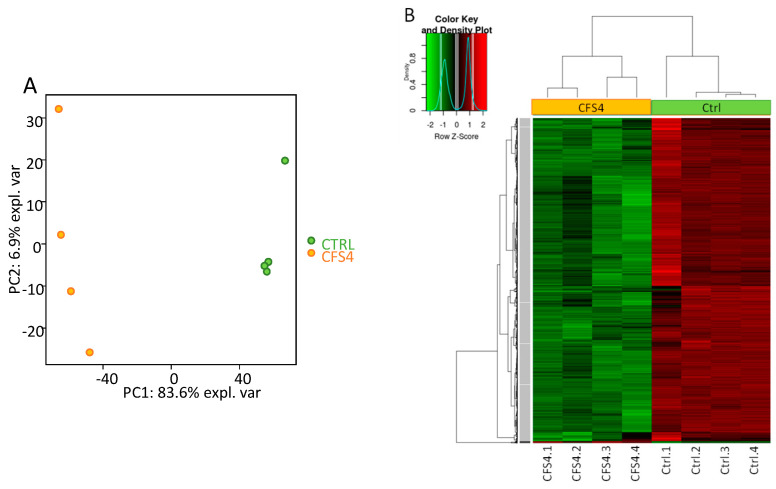
Transcriptomic impact of CFS4 at 1.5 g/L on *A. flavus* cultures incubated for 5 days at 28 °C on ISP2 medium. Microarray data were produced on four replicated *A. flavus* cultures (CTRL and CFS4-treated). Panel (**A**): Projection of samples on principal components 1 (PC1) and 2 (PC2) from a principal component analysis (PCA) of log2FC values. Panel (**B**): Heatmap of the 5198 significantly regulated genes for the CFS4–CTRL comparison. Red and green colors presented in the heatmap indicate values above and below mean-centered and scaled expression values (Z-score), respectively. Black indicates values close to the mean. The gene clustering and individual clustering are illustrated on the left and the top panel dendrogram, respectively. The dark and light gray boxes on the gene dendrogram illustrate the 2 gene clusters showing a specific expression pattern.

**Figure 7:**
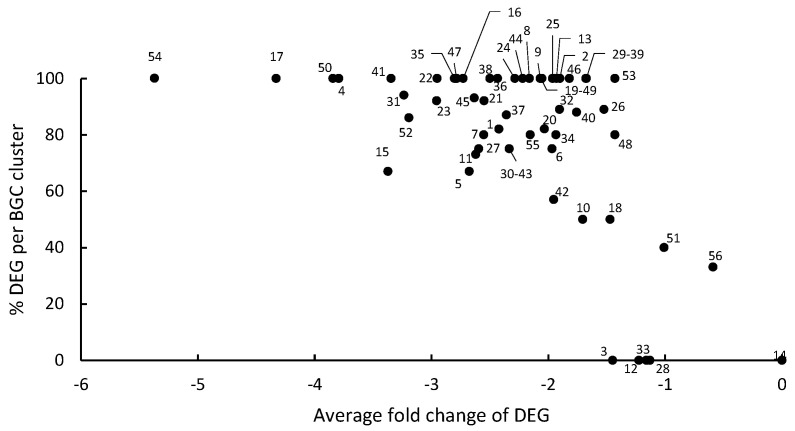
Summarized gene expression regulation of the 56 BGCs of *A. flavus* exposed to CFS4 (numbered from 1 to 56). The *x*-axis represents the average fold change in each BGC and the *y*-axis represents the percentage of differentially expressed genes (DEGs) within all genes of the BGC (number of DEG/number of detected genes).

**Figure 8:**
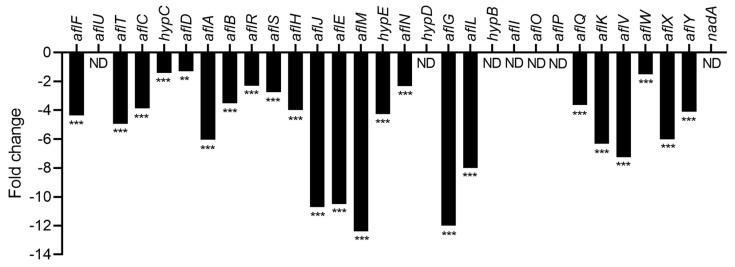
Fold change expression of aflatoxin gene cluster in response to CFS4 exposure. *** *q*-value < 0.001; ** *q*-value < 0.01; ND: not detected.

**Figure 9:**
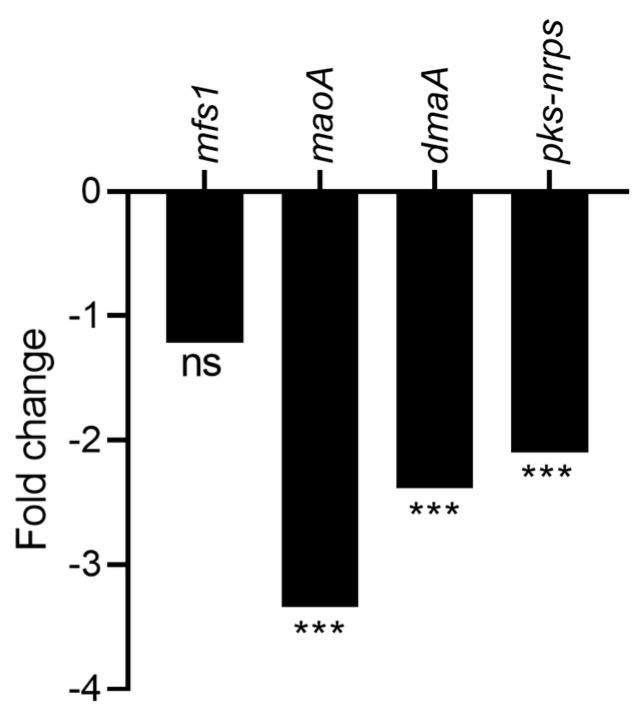
Fold change expression of cyclopiazonic acid gene cluster in response to CFS4 exposure. *** *q*-value < 0.001, ns: not significant.

**Figure 10:**
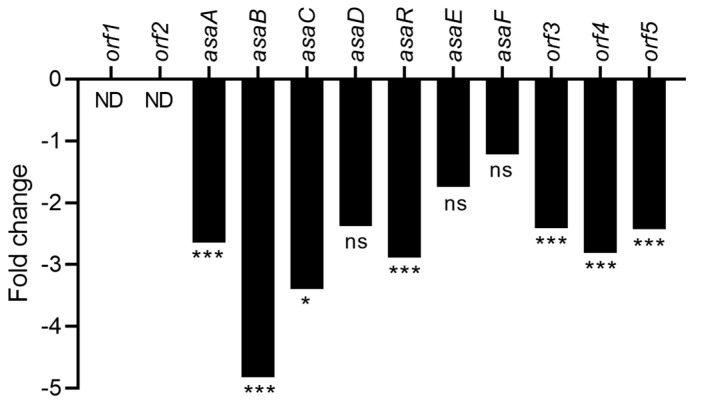
Fold change expression of the aspergillic acid gene cluster in response to CFS4 exposure. * *q*-value < 0.05, *** *q*-value < 0.001. ns: not significant; ND: not detected.

**Figure 11:**
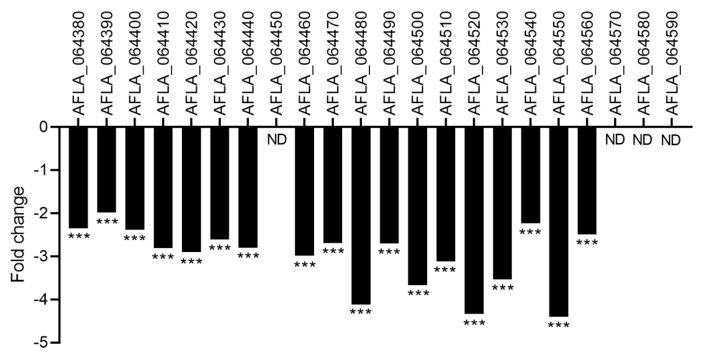
Fold change expression of the aspirochlorine gene cluster in response to CFS4 exposure. *** *q*-value < 0.001. ns: not significant; ND: not detected.

**Figure 12:**
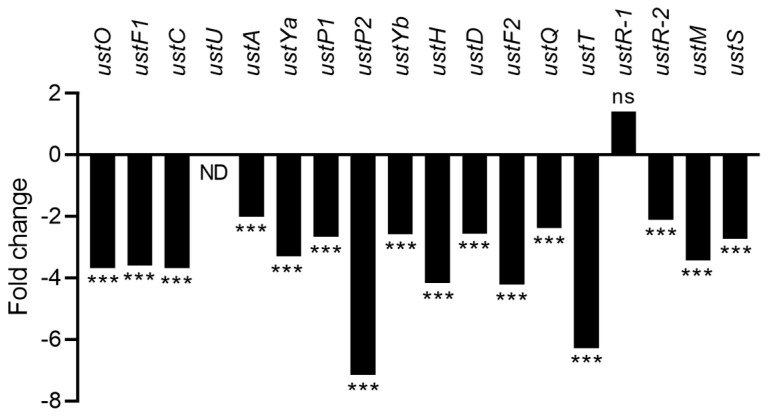
Fold change expression of the ustiloxin B gene cluster in response to CFS4 exposure. *** *q*-value < 0.001. ns: not significant; ND: not detected.

**Figure 13:**
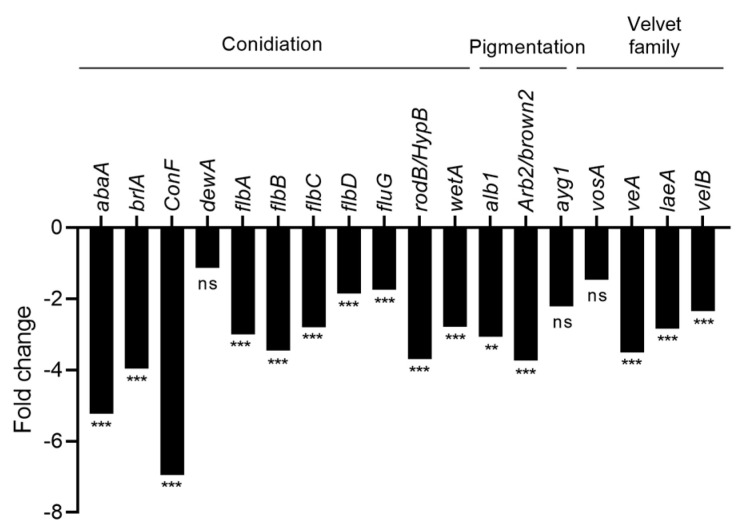
Fold change expression of genes involved in fungal development in response to CFS4 exposure. ** *q*-value < 0.01. *** *q*-value < 0.001. ns: not significant.

**Figure 14:**
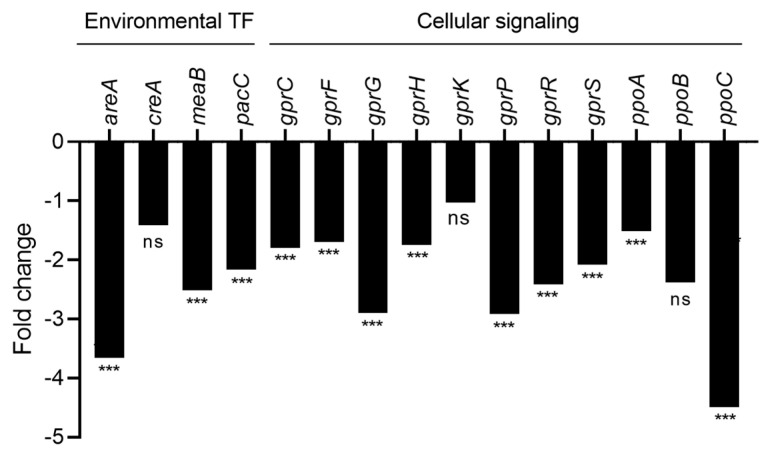
Fold change expression of genes involved in environmental responses and cellular signalization. *** *q*-value < 0.001. ns means “no significant”.

## Data Availability

Not applicable.

## Supplementary Materials

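Table S1 gives a fold change and an adjusted *p*-value for the genes of the 56 BGCs. It holds 377 fold changes, and 375 of its genes are in the table of processed log2 values that the authors deposited. A limma fit to those processed values gave the same fold change in 374 of the 375 genes, within a tolerance of 0.011. The processed values are log2 values of the median spot signal, with a column median of 8.66 for each of the CTRL arrays and of 7.47 or 7.48 for the CFS4 arrays. The processing equalized the distribution of the arrays within each condition and kept a difference between the conditions. The method behind it is not named in the paper's text.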

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/toxins15070428/s1, Table S1: Details of gene expression regulation of the 56 secondary metabolites gene clusters of *A. flavus* in response to CFS4 exposition. 

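Table S2 reports specialized metabolites measured by LC-HRMS in cultures with and without CFS4. For each metabolite detected it gives a mean relative abundance with an SD per condition, without stating what the abundance is relative to. The values are therefore read only between conditions for the same metabolite, and not between metabolites. These measurements were not analysed here.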

Table S2: Relative abundances mean of specialized metabolites produced by *A. flavus* in control (Ctrl) and CFS4 condition, obtained by LC-HRMS.

# Supplementary material for: Effect of Streptomyces roseolus Cell-Free Supernatants on the Fungal Development, Transcriptome, and Aflatoxin B1 Production of Aspergillus flavus
**Source:** Toxins (Basel). 2023 Jun 30;15(7):428. doi: 10.3390/toxins15070428
**Supplement:** Supplementary file 1

**Table S2. Relative abundances means of specialized metabolites produced by *A. flavus* in control (Ctrl) and CFS4 condition, obtained by LC-HRMS** ND: not detected

| Specialized metabolite | Relative abundance means ( $\pm$ SD) |                            | <i>p</i> -value |
|------------------------|--------------------------------------|----------------------------|-----------------|
|                        | Ctrl                                 | CFS4                       |                 |
| Aflatoxin B1           | 5.21E+08 ( $\pm$ 3.53E+07)           | 2.49E+08 ( $\pm$ 1.35E+07) | <0.001          |
| Cyclopiazonic acid     | 7.69E+08 ( $\pm$ 7.27E+07)           | 8.28E+08 ( $\pm$ 8.03E+07) | 0.3197          |
| Aspergillic acid       | 1.88E+06 ( $\pm$ 6.07E+05)           | 1.67E+07 ( $\pm$ 3.75E+06) | <0.001          |
| Aspirochlorin          | 7.82E+06 ( $\pm$ 7.84E+06)           | 5.13E+06 ( $\pm$ 5.61E+05) | 0.0007          |
| Ustiloxin B            | ND                                   | ND                         |                 |

How the deposited data were processed for this re-analysis (not part of the article)

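Single-color microarrays of 8 *A. flavus* cultures were used, 4 with CFS4 at 1.5 g/L and 4 controls without it (CTRL), each culture on its own array of 1 Agilent slide. The condition and replicate number of each array were taken from its sample label. The intensity values deposited for each array are spot signals that the authors extracted from the scanned slide with Agilent Feature Extraction. The processed spot intensity of that software is background subtracted and spatially detrended, per the file headers and column names, and it is not scaled between arrays. The mean and median pixel intensity of each spot, the median of its local background, and marks for saturated, outlying and well-above-background spots were also read. The log2 values that the authors deposited as processed data cover 10009 of the 13055 AFLA probes (76.7%). By the values themselves, they are log2 of the median spot signal after a normalization that makes the arrays of a condition alike. Smooth quantile normalization with the conditions as groups, run again on the same probes, gave values whose median absolute difference from the deposited ones was at most 0.000655 on every array, over 10002 probes compared. The scale and the direction of the deposited values are thus known from the values, they are not centered per gene, and the method and the filter behind them are not named in the paper's text.

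The array design holds 62976 spots, 61657 of them non-control spots for 52858 probes. The AFLA probes number 13055, and most others carry P034 (8431), AFUA (9658) and PEX (21685) identifiers, with 29 under other names. Of the AFLA probes 63.6% were well above background on all 8 arrays, of the P034 probes 69.5%, of the AFUA probes 8.31% and of the PEX probes 5.93%. The software had marked 31 spots as outliers, 26 of them on CTRL replicate 1, and these were left out. No spot was marked as saturated. Spots of the same probe were averaged on the log2 scale, and each AFLA gene has 1 probe. The median of the local background lay between 18 and 19 on every array.

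For the results given beside the paper's sentences, the log2 of the processed spot intensity was taken minus the array's own 75th percentile. Because only 30.8% of all probes were well above background on all 8 arrays, the percentile was taken over these 16256 probes. A gene was tested when its probe was well above background on all 4 arrays of at least 1 condition, which gave 10168 tested genes. A linear model with the condition as its only term was fitted to each gene with limma, with moderated two-sided tests and Benjamini–Hochberg adjustment over the tested genes. Thresholds were those of the paper, an adjusted *p*-value below 0.05 and a fold change of at least 2. The errors given are standard errors on the log2 scale from limma, and SDs are between arrays of a condition. Means over arrays were compared by exact two-sided permutation tests. The PCA used the tested genes with a value on all arrays, centered and not scaled per gene.

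Gene lists came from Table S1, from the paper's text and from the names in the array annotation. The fold change of a gene is the ratio of CFS4 to CTRL, or minus its inverse when below 1. For a gene with no CFS4 array above background, a lower limit of its fall was computed with each CFS4 signal set at no less than the dimmest signal well above background on that array. BGCs with at least 3 tested genes were compared with all other tested genes by camera. Its inter-gene correlation was 0.01, or estimated from the data. The same BGCs were also tested by fry, which compares a set's own fold changes with 0 and not with other genes. The aflatoxins' cluster was also compared with 10000 random gene sets matched on mean signal, drawn with seed 1. The genes named are those that the paper names in its results on the transcriptome and in Figs. 8 to 14, as far as an identifier could be paired, the gene with the lowest fold change in Table S1, and the 5 largest falls and 5 largest rises among genes past both thresholds, above background on all 8 arrays and with no overlap between the conditions. The fold changes of Table S1 had been seen when this rule was set. The window of neighboring genes in the closing section was chosen after its values were seen.

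Choices made before the data were examined are the scaling, the filter, the model, the gene lists, the rule for naming genes and most of the alternatives. These alternatives were no scaling between arrays, quantile normalization, centering on the median of all non-control probes, scaling on the 7 spike-in probes, the 75th percentile over all non-control probes, a normexp background correction with an offset of 50, the median spot signal with quantile normalization, and the authors' processed values. The others were no filter on dim probes, a filter on all 8 arrays, the mean over all probes of a gene, the replicate number or the slide row as a block, limma with a variance trend, the methods' t-test (Student's t-test, which the statistics section gives for comparisons with the control) with and without adjustment, and each array left out in turn. The mean over all probes of a gene changed nothing, since each gene has 1 probe. Chosen after the data were seen were joint quantile normalization of the probes of the authors' table, smooth quantile normalization of the same probes, the 75th percentile over AFLA probes, and the 75th percentile of each array as a covariate, called array brightness.

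The fit was tested on simulated data in which 200 of 10161 genes were given a log2 change of 3. It recovered 194 of them (97.0%) and called 13 unchanged genes. The simulated noise was independent between genes and held no difference in array brightness. The recovery thus says nothing about smaller changes or about a distortion shared by genes. The number of arrays and the signal over background limit the precision. The names *conF*, *dewA*, *flbB*, *alb1*, *velB* and *ppoB*, and those of the *gpr* genes, could not be paired with an identifier, and these genes were not analysed here. No coordinates are given, since none of the AFLA identifiers matched the gene table of the reference. The calculations used R 4.3.3, limma 3.58.1 and data.table 1.17.8, and the plots Python 3.11.15 and matplotlib 3.10.9.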

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

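Tests of a wrong label for CTRL replicate 1 and of array brightness across genes were chosen only after the results were seen. So was the count of higher genes among the brightest. CTRL replicate 1 lies apart from the other CTRL arrays. On the first component it scored −57.2, against −30.1 to −28.3 for the others, and its gap to the nearest array is a share of 0.938 of the range of the 4 CTRL arrays. On the second component the share is 0.91. It is also the array set apart for 11 of the named genes, AFLA_006180 (0.937), AFLA_023050 (0.845), AFLA_026790 (0.847), AFLA_030430 (0.978), AFLA_052030 (0.921), AFLA_064410 (0.877), AFLA_101920 (0.919), AFLA_139360 (0.942), AFLA_139420 (0.918), AFLA_139480 (0.845) and AFLA_139490 (0.912). CFS4 arrays were set apart for AFLA_023080 (replicate 3, 0.979), AFLA_101920 (replicate 4, 0.931) and AFLA_139400 (replicate 1, 0.855). Chance sets an array apart in about 1 in 20 groups, and here it was 16 of 226 groups (7.08%). Genes are not independent of each other, so these genes may share a single cause.

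A wrongly labelled CFS4 culture is argued against for CTRL replicate 1. Its score of −57.2 lies further from the CFS4 arrays, all above 0, than that of any other CTRL array. That score also follows array brightness, and CTRL replicate 1 was the brightest array, with a 75th percentile of 11.56. The other CTRL arrays had 10.71 to 10.87. Defects of single spots are argued against by 3014 pairs of probes of identical sequence at different places on the array, whose deviations from the other CTRL arrays had a correlation of 0.80. A distortion that follows the signal of the probe would place the deviations of genes of similar signal together, and 6.04% of their variance lay between 50 bins of mean signal. The array also held 26 of the 31 spots marked as uneven or deviating in the scanner files. What stays open is array brightness, or a difference of the culture or of its RNA, which the design does not separate. No biological explanation was tested. Without this array 1766 genes were significant instead of 3158, and the aflatoxins' cluster had 17 lower genes instead of 18.

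Probes of a second gene set on the array, with identifiers beginning with P034, which the paper does not report on, also changed. Of 7031 tested, 414 were lower and 316 higher past both thresholds. These counts depend on the scaling, with 5954 lower and 5 higher without scaling, 483 and 255 after quantile normalization, 6136 and 4 with spike-in scaling, and 5404 and 10 after median centering. Of the 8431 probes 38.4% have the sequence of an AFLA probe, and the log2 fold changes of 3017 such pairs had a correlation of 0.97. Among the called probes 52.7% were lower where the sequence is identical and 59.2% where it is not, a difference of 6.45 percentage points. These shares are set by the scaling, so they decide nothing for the probes of another sequence. For these, transcripts already measured by the AFLA probes and other transcripts cannot be told apart here, and no other explanation was tested.

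After scaling, 592 of the 612 genes higher past both thresholds lie outside the genes that the paper names or lists in Table S1. Under scalings that leave most of the lower total signal in place, few of the 612 remain among the higher genes. The numbers are 4 without scaling, 1 with spike-in scaling and 22 after median centering. Higher, for the 612 genes, thus means relative to the 75th percentile of each array. Background compression of dim probes is consistent with part of them, as 57.4% lie in the dimmest of 3 groups of equal size by mean signal, where 46.9% of the lower genes lie too. The 129 higher genes among the brightest lie outside background compression of dim probes by definition, so their number does not test it. Defects of single spots are argued against, as 128 of 128 genes with a second probe of identical sequence rose on it too (100%). Cross-hybridization or another error of the probe sequence, which both probes would share, was not tested and stays open. A distortion that depends on array brightness cannot be told apart from the treatment, since brightness and condition are correlated over the arrays (*r* = −0.78). The slopes of genes on brightness within CTRL and within CFS4 had a correlation of 0.044, and with brightness as a covariate 102 genes were higher at the adjusted threshold (limma). A response of *A. flavus* to CFS4 stays open for these genes, untested.

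The highest mean log2 fold change of 5 neighboring tested genes was 2.73, in AFLA_117370 (0.79), AFLA_117380 (2.56), AFLA_117390 (3.48), AFLA_117400 (3.12) and AFLA_117420 (3.70), none of which is in Table S1. Chance order of genes is excluded, as 0 of 10000 shuffles of the gene order gave as high a mean (permutation *p*-value 1e-04, the smallest they can give), with 2.47 as their maximum. A response of single cultures is argued against, as the lowest CFS4 array lay 0.82 above the highest CTRL array. The CFS4 arrays lay 3.99, 1.72, 4.28 and 0.93 above the CTRL mean. The direction of the mean holds under the scalings run, with 0.78 without scaling, 1.18 after median centering, 0.61 with spike-in scaling and 2.56 after quantile normalization, but 3, 3, 2 and 4 of the 4 CFS4 arrays lay above every CTRL array. Distortion by array brightness was not tested for this window and stays open beside an effect of CFS4 on these neighboring genes, which may be present but was not tested apart from it.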

How the results depend on the processing

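Each array's 75th percentile as a covariate, the joint and the smooth quantile normalization of the authors' probes, and the 75th percentile over AFLA probes were chosen only after the data were seen. Counts are compared by a factor of 1.5, values with a test by direction and threshold, and other values by their spread between replicates. A named gene is given as reversed when its direction changes and it is significant on at least 1 side of the comparison. No alternative failed to run. The mean over all probes of a gene changed nothing, since each gene has 1 probe, and it says nothing about stability. The 75th percentile over AFLA probes left the counts, and all 104 named genes, within these limits. So did most others for the number of BGCs with a mean below 0, which was outside the limit only after the normexp correction and without the filter on dim probes.

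The aflatoxins' cluster stayed below all other tested genes under every alternative for which camera was run, which leaves out the methods' t-test, except the authors' processed values, their smooth quantile version and an estimated correlation. On the first 2 the difference in medians was −1.04 with *p*-values of 0.0885 and 0.09 (limma, camera), and 0 BGCs were lower at the adjusted threshold in camera, against 4 with the main scaling. With that scaling fry, which does not compare a set with other genes, gave 9. With the correlation estimated from the data the difference stayed at −2.29 with a *p*-value of 0.0941 (limma, camera), and 0 BGCs were lower, again against 4. The cause was not tested.

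Without scaling, 8380 genes were significant, 8374 genes were lower past both thresholds, 6 were higher past both thresholds, the median log2 fold change was −1.99 and the first component held 93.8%. In addition, 25 BGCs had every tested gene significant, the mean fold change of the aflatoxins' cluster was −19.6 and 3 CPA, 10 aspergillic acid, 21 aspirochlorine, 16 ustiloxin B, 13 development and 4 signaling genes were lower. Reversed were *flbD* (−1.93), *fluG* (−1.58), *vosA* (−1.71), *pacC* (−1.82), *ppoA* (−1.35), *mfs1* (−0.99), *dmaA* (−1.84), *pks-nrps* (−1.76), *asaF* (−1.55), *ustA* (−1.56), *ustYb* (−1.91), *ustQ* (−1.86), *ustR-2* (−1.86) and AFLA_064380 (−1.92). After median centering, 7620 genes were significant, 7596 genes were lower past both thresholds, 24 were higher past both thresholds, the median log2 fold change was −1.59 and the first component held 90.9%. In addition, 22 BGCs had every tested gene significant, the mean fold change of the aflatoxins' cluster was −14.9 and 3 CPA, 9 aspergillic acid, 21 aspirochlorine, 15 ustiloxin B, 12 development and 4 signaling genes were lower. Reversed were *flbD* (−1.54), *vosA* (−1.31), *pacC* (−1.42), *ppoA* (−0.95), *mfs1* (−0.59), *dmaA* (−1.44), *pks-nrps* (−1.36), *ustYb* (−1.52), *ustQ* (−1.46), *ustR-2* (−1.46) and AFLA_064380 (−1.52). With spike-in scaling, 8664 genes were significant, 8661 genes were lower past both thresholds, 3 were higher past both thresholds, the median log2 fold change was −2.16 and the first component held 94.6%. In addition, 30 BGCs had every tested gene significant, the mean fold change of the aflatoxins' cluster was −22.0 and 3 CPA, 10 aspergillic acid, 21 aspirochlorine, 16 ustiloxin B, 13 development and 5 signaling genes were lower. Reversed were *flbD* (−2.10), *fluG* (−1.75), *vosA* (−1.88), *pacC* (−1.99), *ppoA* (−1.52), *mfs1* (−1.15), *dmaA* (−2.00), *pks-nrps* (−1.93), *asaF* (−1.71), *ustA* (−1.72), *ustYb* (−2.08), *ustQ* (−2.02), *ustR-1* (−0.12), *ustR-2* (−2.03) and AFLA_064380 (−2.08). Median centering used all non-control probes, of which 30.8% were well above background on all 8 arrays, and its median differed by −0.40 between the conditions, so most of the difference in total signal stayed. These 3 alternatives add the same number to every gene of an array, so they move the median of all genes and leave differences between genes of an array as they are. All of the reversed genes lay above that median.

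After quantile normalization, the median log2 fold change was −0.12, the first component held 65.0%, the aflatoxins' cluster had rank 2 by mean fold change and 2 CPA genes were lower. Reversed were *dmaA* (−0.39) and *ustYb* (−0.59). With the 75th percentile over all non-control probes, the median log2 fold change was −0.077 and 2 BGCs had every tested gene significant. With the median spot signal, quantile normalized, 333 were higher past both thresholds, the median log2 fold change was −0.098, the first component held 62.7% and 2 CPA genes were lower. Reversed were *dmaA* (−0.40) and *ustYb* (−0.57). The cause was not tested.

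After the normexp correction, 111 genes were lower past both thresholds, 2228 were higher past both thresholds, the median log2 fold change was 0.42, the first component held 84.1% and 7 BGCs had a mean below 0. The mean fold change of the aflatoxins' cluster was −0.247, the aflatoxins' cluster had rank 5 by mean fold change and 1 aflatoxin, 1 aspergillic acid, 2 aspirochlorine, 0 development and 1 signaling genes were lower, where 0 development genes were lower at an unadjusted *p*-value below 0.05 (limma). Reversed were *aflY* (0.35), *aflQ* (0.76), *aflO* (1.34), *aflLa* (0.92), *aflN* (1.13), *aflMa* (0.092), *aflD* (1.57), *aflCa* (1.48), *flbA* (0.46), *veA* (0.090), *orf5* (0.73) and AFLA_064510 (0.41). Called higher were 2 aflatoxin genes, *aflD*, whose probe was above background on 0 CFS4 arrays, and *aflCa*. Probes at background rise with the main scaling already, as CFS4 arrays have a lower 75th percentile. Those of *aflP*, *aflI* and *aflU* went from −0.28, −0.42 and −0.37 in CTRL to 1.56, 1.42 and 1.48 in CFS4. The offset adds a floor to every probe, so rises of dim probes do not show higher expression here. The reversed *aflMa*, *flbA*, *veA* and *orf5* were above background on every array. How much of the change the floor accounts for was not tested.

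On the authors' processed values, 8544 genes were significant, 5169 genes were lower past both thresholds, 29 were higher past both thresholds, the median log2 fold change was −1.03 and the first component held 83.6%. In addition, 24 BGCs had every tested gene significant and 3 CPA, 7 aspergillic acid, 21 aspirochlorine, 16 ustiloxin B, 11 development and 5 signaling genes were lower. Reversed were *flbD* (−0.89), *fluG* (−0.81), *pacC* (−1.11), *ppoA* (−0.60), *mfs1* (−0.28), *dmaA* (−1.26), *pks-nrps* (−1.07), *ustA* (−1.02), *ustYb* (−1.37), *ustQ* (−1.25), *ustR-2* (−1.08) and AFLA_064380 (−1.23). Of the reversed genes, 5 lay above the median of all genes and 7 below it. After smooth quantile normalization of the same probes, 8539 genes were significant, 5166 genes were lower past both thresholds, 29 were higher past both thresholds, the median log2 fold change was −1.03 and the first component held 83.6%. In addition, 24 BGCs had every tested gene significant and 3 CPA, 7 aspergillic acid, 21 aspirochlorine, 16 ustiloxin B, 11 development and 5 signaling genes were lower. Reversed were *flbD* (−0.89), *fluG* (−0.81), *pacC* (−1.11), *ppoA* (−0.59), *mfs1* (−0.28), *dmaA* (−1.25), *pks-nrps* (−1.07), *ustA* (−1.02), *ustYb* (−1.37), *ustQ* (−1.25), *ustR-2* (−1.08) and AFLA_064380 (−1.23). After joint quantile normalization of the authors' probes, 319 genes were lower past both thresholds, 383 were higher past both thresholds, the mean fold change of the aflatoxins' cluster was −2.71 and 2 CPA genes were lower. Reversed were *dmaA* (−0.40) and *ustYb* (−0.55). The cause was not tested here, and the normalization within conditions is treated among the other observations.

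Without a filter on dim probes, 1895 were higher past both thresholds, the median log2 fold change was 0.15, the first component held 71.1% and 22 BGCs had a mean below 0. It tested 13055 genes. With only genes above background on all 8 arrays, 342 genes were lower past both thresholds, the median log2 fold change was 0.00026, the first component held 65.0% and 9 aflatoxin and 1 CPA genes were lower. It tested 8308 genes, among them 12 of the aflatoxins' cluster. The number of genes tested changes by construction.

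The pairing of replicate numbers was checked by the correlation across genes of the deviations of the CTRL and the CFS4 array of a number. It was −0.10, 0.19, −0.05 and −0.15 for numbers 1 to 4. These values give no sign of pairs. They cannot exclude that cultures of a number were handled together, since each compares 1 array with 1 other. With the replicate number as a block, 1643 genes were significant, 1 BGC had every tested gene significant and 5 aspirochlorine and 0 development genes were lower, where 5 development genes were lower at an unadjusted *p*-value below 0.05 (limma). With the slide row as a block, 2 BGCs had every tested gene significant and 0 development and 1 signaling genes were lower, where 4 development genes were lower at an unadjusted *p*-value below 0.05 (limma). Of the 104 named genes, 10 lost significance with the first block and 9 with the second. A block takes degrees of freedom by construction.

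With a variance trend in limma, 1 CPA gene was lower. With the methods' t-test, unadjusted, 1 CPA gene was lower. With the methods' t-test after adjustment, 1852 genes were significant, 349 genes were lower past both thresholds, 299 were higher past both thresholds, 1 BGC had every tested gene significant and 1 aspergillic acid, 3 aspirochlorine, 0 development and 1 signaling genes were lower, where 4 development genes were lower at an unadjusted *p*-value below 0.05. Of the 104 named genes, 3 gained significance with the variance trend and 7 by the unadjusted t-test, and 17 lost it by the adjusted t-test. With each gene scaled to unit variance the first component held 52.9%, and with only the genes past both thresholds, which were chosen for their difference, it held 82.1%. The cause was not tested.

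With array brightness as a covariate, 220 genes were significant, 91 genes were lower past both thresholds, 92 were higher past both thresholds, 0 BGCs had every tested gene significant and the mean fold change of the aflatoxins' cluster was −9.44. In addition, 10 aflatoxin, 0 aspergillic acid, 0 aspirochlorine, 2 ustiloxin B, 0 development and 0 signaling genes were lower, where 1 aspergillic acid, 1 aspirochlorine, 1 development and 1 signaling genes were lower at an unadjusted *p*-value below 0.05 (limma). Brightness and condition are correlated over the arrays (*r* = −0.78), so the covariate takes up part of the difference between conditions by construction. Of the 104 named genes 38 lost significance, and 13 changed direction without significance.

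With each array left out in turn, the number of significant genes ranged from 1112 to 4520 against 3158. It was 1766, 1112, 1570 and 1354 without CTRL replicates 1 to 4, and 1136, 1136, 2113 and 4520 without CFS4 replicates 1 to 4. Lower genes past both thresholds ranged from 306 to 780, with 348 without CTRL replicate 2, 342 without CFS4 replicate 1 and 306 without CFS4 replicate 2 outside the factor. Higher genes ranged from 281 to 935, with 334, 317, 384 and 373 without CTRL replicates 1 to 4, 317 and 281 without CFS4 replicates 1 and 2, and 935 without CFS4 replicate 4 outside it. The first component held from 59.0% to 65.4%.

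The same step left 1 BGC with every tested gene significant without any 1 of the CTRL arrays or of CFS4 replicates 1 and 2, 2 without CFS4 replicate 3, and 4 without CFS4 replicate 4. Lower CPA genes numbered from 0 to 1, with 1 without CFS4 replicate 4. For aspergillic acid the range was 1 to 5, with 1 without CTRL replicate 2, 3 or 4 or CFS4 replicate 1, and 5 without CFS4 replicate 2. For aspirochlorine it was 0 to 8, with 2 without CTRL replicate 2 or 3, 3 without CFS4 replicate 1 or 3, and 0 by limma without CFS4 replicate 2, where 8 genes were lower at an unadjusted *p*-value below 0.05. Development genes ranged from 0 to 4, with 0 by limma without each CTRL array and without CFS4 replicates 1 and 2, where 3 to 4 genes were lower at an unadjusted *p*-value below 0.05. Signaling genes ranged from 1 to 3, with 1 without each array except CFS4 replicate 4. BGCs lower than the other genes numbered from 2 to 5, with 2 without CFS4 replicate 4. Within the limits for all 8 arrays left out were the aflatoxins' cluster, with 15 to 18 lower genes, a mean fold change from −6.29 to −4.24 and rank 1, the ustiloxin B cluster with 8 to 9 lower genes, the 35 to 41 BGCs with a mean below 0 and the median of all genes. Of the 104 named genes, from 1 to 19 lost significance. The direction changed for 12, none of them significant with or without the array, with the largest opposite values being *asaE* (0.45 without CFS4 replicate 1), *orf3* (0.044 without CTRL replicate 3), *vosA* (−0.038 without CFS4 replicate 2), AFLA_064380 (−0.13 without CFS4 replicate 3), AFLA_064540 (0.069 without CTRL replicate 1), *ayg1* (0.42 without CFS4 replicate 4), *flbD* (−0.13 without CTRL replicate 3), *ustYb* (−0.029 without CTRL replicate 1), *ustD* (0.072 without CFS4 replicate 4), *ustQ* (−0.038 without CFS4 replicate 2), *ustR-2* (−0.037 without CFS4 replicate 3) and *aflD* (0.25 without CFS4 replicate 4). Leaving out an array lowers the number of arrays by construction, and why more genes were significant without CFS4 replicate 4 was not tested.

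Of the 104 named genes, those that gained and those that lost significance in the same direction numbered 36 and 3 without scaling, 36 and 1 after median centering, 36 and 4 with spike-in scaling, 4 and 1 after quantile normalization, 2 and 0 with the percentile over all non-control probes, 4 and 1 with the median spot signal, 1 and 19 after the normexp correction and 0 and 3 without the filter. Those that changed direction without significance numbered 1 without scaling, 4 after median centering, 1 with spike-in scaling, 7 after quantile normalization, 2 with the percentile over all non-control probes, 9 with the median spot signal, 18 after the normexp correction, 3 on the processed values, 3 after smooth quantile normalization and 9 after joint quantile normalization. Of 102 on the authors' probes, those that gained and lost significance were 33 and 3 on the processed values, 33 and 3 after smooth and 3 and 2 after joint quantile normalization, and of 86 above background on all 8 arrays 2 and 0.

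Single genes depend on the signal over background. Of the 23 tested aflatoxin genes 12 were above background on all 8 arrays, 4 could only be given a lower limit, and 1, *aflD*, no direction. On the CFS4 arrays between 65.0% and 77.8% of the AFLA probes were above background.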

Differences from the paper's values

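Smooth and joint quantile normalization and the array brightness covariate were chosen only after the values were seen. The fold change of a gene is treated as different when its sign is the opposite of the paper's or the 2 log2 values lie further apart than the SD between the CFS4 arrays, and a count or share when it lies outside both its spread and a factor of 1.5. For the leading results the factor alone decides. The value of *aflD* was not compared, since its probe was above background on 0 of the 4 CFS4 arrays. Of 28 other values that the paper states or implies and that were computed, 22 differed, among them 15 of 18 values of single genes. Those without a difference were the mean fold change of the aflatoxins' cluster and the fold decreases of *aflM*, *aflA* and *aflG*, and 2 values that lie outside their spread but within the factor. These are the paper's 83.6% for the first component against 60.1% here (SD 2.57) and the paper's 54 downregulated BGCs against 38 here (SD 2.39).

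The paper's number of significant genes is 8544, and 3158 were found here. Of the alternatives set before the data were examined, the authors' processed values, median centering, no scaling and spike-in scaling gave a number that did not differ, and the others gave a number that did. The paper's number of downregulated genes is 5169 against 548 here, and the paper's number of upregulated genes is 29 against 612. For both, the authors' processed values and median centering, set before the data were examined, did not differ, and the others did. On the authors' processed values limma gave 8544, 5169 and 29. Smooth quantile normalization with the conditions as groups, chosen after seeing the values, gave 8539, 5166 and 29, and it drops 5 of the 8544 genes called on the authors' values, 3 of the lower ones and 0 of the higher ones.

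The paper's number of BGCs with all genes impacted is 24, and it was 4 here. The authors' processed values, median centering, no scaling and spike-in scaling did not differ, and the other alternatives set before the data were examined did. The paper's number of downregulated CPA genes is 3 against 0 here by limma, where 1 gene was lower at an unadjusted *p*-value below 0.05. The authors' processed values, median centering, no scaling, spike-in scaling, quantile normalization and the median spot signal with quantile normalization did not differ, while the others set before the data were examined did. The paper's number of downregulated aspergillic acid genes is 7 against 2. Here the authors' processed values, median centering, no scaling, spike-in scaling and leaving out CFS4 replicate 2 did not differ, unlike the rest. For aspirochlorine the paper prints no count of downregulated genes. It states that all genes of the cluster fell, which was taken as 22, against 8 here. The authors' processed values, median centering, no scaling and spike-in scaling did not differ, unlike the rest. Smooth quantile normalization, chosen after seeing the values, did not differ for any of these 4 numbers and drops 5 of the authors' 8544 calls, and joint quantile normalization, chosen after seeing the values too, did not differ for CPA and drops 6273.

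The paper's fold changes are −3.3 for *maoA* against −1.47 here, −2.1 for *pks-nrps* against 1.14 here, −5.29 for *abaA* against −2.76 here, −2.16 for *pacC* against 1.10 here, −3.66 for *areA* against −1.66 here, −1.51 for *ppoA* against 1.52 here and −4.49 for *ppoC* against −2.29 here. Of the alternatives set before the data were examined, those without a difference were the authors' processed values only. The paper's values are −2.6 for *asaA* against −1.18 here, −7.1 for *ustP2* against −3.19 here, −2 for *ustA* against 1.32 here and −2.1 for *ustR-2* against 1.06 here. Of the alternatives set before the data were examined, those without a difference were the authors' processed values and median centering. The paper's fold change is −2.9 for *asaR* against −1.65 here, with no difference under the authors' processed values and leaving out CFS4 replicate 2. The paper's fold change is −3.96 for *brlA* against −2.00 here, with no difference under the authors' processed values, median centering, and leaving out CFS4 replicate 3, CTRL replicate 2 or CTRL replicate 4. The paper's fold change is −2.79 for *wetA* against −1.43 here, with no difference under the authors' processed values, median centering, and leaving out CFS4 replicate 3 or CTRL replicate 4. The paper's fold change is −3.73 for *Arb2/brown2* against −1.61 here, with no difference under the authors' processed values, median centering, no scaling, and leaving out CFS4 replicate 3. In each case the other alternatives set before the data were examined differed. Smooth quantile normalization of the authors' probes, chosen after seeing the values, differed for none of these genes, with 5 of the authors' 8544 calls dropped. The array brightness covariate, chosen after seeing the values, did not differ for *asaR*, *brlA*, *wetA* and *Arb2*, and it drops 8375 of those calls.

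The paper states that every gene of the aflatoxins' cluster fell significantly. Here 22 tested genes, without *aflD*, had a negative log2 fold change with the main scaling and 18 of 23 were lower, and the cluster had the lowest mean of the BGCs, as the paper gives it. The genes *aflH*, *aflS*, *aflR*, *aflD* and *aflCa* were called lower on the authors' processed values, without scaling, after median centering, with spike-in scaling and under smooth quantile normalization, and *aflD* also after quantile normalization and *aflCa* with the median spot signal, quantile normalized. For the ustiloxin B cluster the paper states that the genes fell significantly and that *ustR-1* was higher without significance. Here 12 of 17 tested genes were negative, 9 were lower, and *ustR-1* was significantly higher, with a log2 fold change of 2.00 and an adjusted *p*-value of 0.0329 (limma). Lower calls for *ustP1*, *ustQ* and *ustR-2* came on the authors' processed values, without scaling, after median centering, with spike-in scaling and under smooth quantile normalization. These settings except median centering also called *ustA*, and *ustYb*, *ustD* and *ustS* were called under each of them and after quantile normalization, with the median spot signal, quantile normalized, and after joint quantile normalization. None called *ustR-1* lower.

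For aspirochlorine the paper states that all genes fell significantly, and 20 of 21 tested genes were negative with 8 lower, while AFLA_064380 had a log2 fold change of 0.035. The tested genes not called here were called on the authors' processed values, without scaling, after median centering, with spike-in scaling and under smooth quantile normalization, and AFLA_064460 also with the 75th percentile over all non-control probes and by the methods' t-test without adjustment. In the aspergillic acid cluster, which the paper describes as lower as a whole, 9 of 10 genes were negative. Lower calls for *asaA*, *asaC*, *asaR*, *orf3* and *orf4* came under the same 5 settings, for *asaD* and *asaE* without scaling, after median centering and with spike-in scaling, and for *asaF* without scaling and with spike-in scaling. Without CFS4 replicate 2, *asaC*, *asaD* and *asaR* were called, and without CFS4 replicate 3 *orf4*.

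The paper states that the CPA cluster fell, *dmaA* in particular. Here 1 of 4 genes was negative, *dmaA* had a log2 fold change of 0.12 and *mfs1* one of 0.96. The *maoA*, *dmaA* and *pks-nrps* genes were called lower on the authors' processed values, without scaling, after median centering, with spike-in scaling and under smooth quantile normalization. The first 2 of them were also called after quantile normalization, with the median spot signal, quantile normalized, and after joint quantile normalization, and *maoA* with only genes above background on all 8 arrays, with a variance trend, by the methods' t-test without adjustment and without CFS4 replicate 4.

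The paper states that genes of conidiation, pigmentation and the velvet family fell. Of 13 such genes 10 were negative and 3 lower, and *vosA*, which the paper gives as lower, had a log2 fold change of 0.24. The genes *brlA*, *wetA*, *Arb2*, *flbC*, *flbD*, *rodB* and *laeA* were called lower on the authors' processed values, without scaling, after median centering, with spike-in scaling and under smooth quantile normalization. The same settings except median centering called *fluG*, and no scaling, median centering and spike-in scaling called *vosA* and *ayg1*. The *laeA* gene was also called with only genes above background on all 8 arrays, with a variance trend, by the methods' t-test without adjustment and without CFS4 replicate 4, and *rodB* without CFS4 replicate 3.

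The paper states that many signaling and transcription factor genes fell. Of the 6 genes paired with an identifier 3 were negative, 2 were lower and 1 was higher. The paper gives *creA* and *ppoA* as lower, and their log2 fold changes were 0.77 and 0.60. Lower calls for *pacC* and *meaB* came on the authors' processed values, without scaling, after median centering, with spike-in scaling and under smooth quantile normalization, and for *meaB* also without CFS4 replicate 4 and by the methods' t-test without adjustment. The *ppoA* gene was called on the authors' processed values, with spike-in scaling and under smooth quantile normalization, and of the settings run none called *creA* lower. Throughout these lists smooth and joint quantile normalization were chosen after seeing the values, and they drop 5 and 6273 of the 8544 genes called on the authors' values.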

Other observations

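Tests of normalization within conditions, of the signal difference carried into the calls, of hybridization and scanner gain, of the share of fungal messenger RNA, and of array brightness were chosen only after the results were seen. The lower total signal of the CFS4 arrays was weighed first. The 75th percentile was lower by a log2 difference of −1.95 (exact permutation *p*-value 0.0286, the smallest that 4 against 4 arrays can give). Hybridization, washing or scanner gain is argued against, since the spike-in probes differed by 0.17 in the other direction (exact permutation *p*-value 0.0857). Relative to these probes the signal differed by −2.12. A smaller share of fungal messenger RNA in the labelled RNA cannot be told apart from a fall of most transcripts in these data, since both lower the signal relative to the spike-in probes alike. An effect of CFS4 on the RNA content of the cultures stays open, untested.

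Chance is argued against for the number of significant genes and for the number past both thresholds. Of the 35 splits of the 8 arrays into 4 and 4, 1 gave as many genes, the real one, and the other 34 gave at most 0 by limma. A share of 1 in 35 is the smallest that these splits can give. The real split also parts the brighter arrays (75th percentile of at least 10.71) from the dimmer ones (at most 10.57). It thus cannot set condition apart from array brightness. For the far larger number of lower than higher genes in the paper, the choice of scaling between arrays and a fall of most transcripts cannot be told apart. With 75th percentile scaling 47.2% of the genes past both thresholds were lower, but this scaling sets the fold changes near 0 by construction, with a median of −0.04, whether or not most transcripts fell. Spike-in scaling, which keeps the difference in total signal, gave 8661 lower and 3 higher genes. Centering on the median of all non-control probes keeps most of it, as that median differed by −0.40, and gave 7596 and 24. After the normexp correction 111 were lower and 2228 higher.

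The number of genes that the paper calls is consistent with a normalization within each condition. With the same spot signals quantile normalized over all 8 arrays together, 3040 genes were significant, against 8539 with smooth quantile normalization by condition and 8544 on the authors' processed values. The median of the other splits, each normalized by its own groups, was 0 genes by limma. This median cannot decide on evening out of arrays within each group alone, since it was 0 with joint normalization too. The other splits also mix the conditions within their groups. A signal difference between the arrays of a split that is carried into the calls is consistent with the largest number in another split, 7813. Of the other 34 splits, 4 gave more than 1000 genes, from 3823, and these are the 4 that exchange CFS4 replicate 4 with a CTRL array. With joint quantile normalization 0 of the other splits did. Which normalization was used is not given in the sources used here.

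The fall of the aflatoxins' cluster was tested against a shift common to all genes. Of 10000 random gene sets matched on mean signal, 0 had as low a median log2 fold change as −2.33 (permutation *p*-value 1e-04, the smallest they can give), and the middle 95% of them lay from −0.45 to 0.20. Array brightness as a covariate left the median of the cluster at −3.39 relative to all tested genes (limma, camera *p*-value 5.95e-19). The random sets, and camera at its preset correlation of 0.01, take the genes of the cluster as nearly independent. With the correlation estimated from the data (0.469), camera gave an adjusted *p*-value of 0.647 with the main scaling. Both explanations are therefore argued against as the whole cause by the size of the difference, and less firmly by these *p*-values. A response of the cluster to CFS4 is a hypothesis that stays open, and its size depends on the scaling, with a mean fold change of −5.07 after scaling and −19.6 without.

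Of the 5169 genes lower past both thresholds on the authors' processed values and also tested here, 497 were lower here, 4446 had a negative log2 fold change and 0 were higher. All 28 of the authors' higher genes tested here were higher. Across 9870 genes tested on both, the log2 fold changes had a correlation of 0.90. Of the 377 fold changes in Table S1, 375 belong to genes with a processed value and 374 equal it. The value of AFLA_064280 has the opposite sign, −1.04 in Table S1 against 1.04 from the processed values. Table S1 gives AFLA_139240 a fold change of −8, and the processed values give AFLA_139250 one of −8.00. The −3.04 of AFLA_096450 in Table S1 is the value of AFLA_096440. These genes were chosen after their values were seen.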
